# Development and transdifferentiation into inner hair cells require Tbx2

**DOI:** 10.1093/nsr/nwac156

**Published:** 2022-08-09

**Authors:** Zhenghong Bi, Xiang Li, Minhui Ren, Yunpeng Gu, Tong Zhu, Shuting Li, Guangqin Wang, Suhong Sun, Yuwei Sun, Zhiyong Liu

**Keywords:** Tbx2, cochlea, inner hair cell, supporting cell, Ikzf2, outer hair cell

## Abstract

Atoh1 is essential for the development of both outer hair cells (OHCs) and inner hair cells (IHCs) in the mammalian cochlea. Whereas *Ikzf2* is necessary for OHC development, the key gene required for IHC development remains unknown. We found that deletion of Tbx2 in neonatal IHCs led to their transdifferentiation into OHCs by repressing 26.7% of IHC genes and inducing 56.3% of OHC genes, including *Ikzf2*. More importantly, persistent expression of Tbx2 coupled with transient Atoh1 expression effectively reprogrammed non-sensory supporting cells into new IHCs expressing the functional IHC marker vGlut3. The differentiation status of these new IHCs was considerably more advanced than that previously reported. Thus, Tbx2 is essential for IHC development and co-upregulation of Tbx2 with Atoh1 in supporting cells represents a new approach for treating deafness related to IHC degeneration.

## INTRODUCTION

Precise specification of distinct cell fates is crucial for organogenesis and to define the molecular mechanisms underlying this fundamental developmental event, a fascinating model that has been widely used is the mouse cochlea. In the cochlea, two subtypes of sound receptor cells—the inner hair cells (IHCs) and the outer hair cells (OHCs)—are located in the auditory epithelium, which is also referred to as the organ of Corti [1–3]. IHCs and OHCs are derived from the same progenitors expressing Atoh1, a key b-HLH transcription factor (TF) necessary for generating both IHCs and OHCs [4,5]. Adjacent to HCs are distinct subtypes of non-sensory cochlear supporting cells (SCs) that are arranged from the medial to lateral portion and named inner border cells (IBCs), inner phalangeal cells (IPhs), pillar cells (PCs) and Deiters’ cells (DCs) [1,2,6]. Whereas the cochlear SCs of non-mammalian vertebrates, including birds and fish, can regenerate HCs upon damage, the SCs in mammals lack this regenerative capacity [7,8]. Therefore, damage or degeneration of either OHCs or IHCs results in permanent hearing impairment in mammals, including humans.

The IHCs and OHCs share various pan-HC markers such as *Myo6* and *Myo7a*, but the cells also differ in several aspects. OHCs are sound amplifiers and specifically express Prestin, a motor protein encoded by *Slc26a5* [9,10] and *Slc26a5^–^^/^^–^* mice display severe hearing impairment [11]. Conversely, IHCs are primary sensory cells and specifically express vGlut3 (encoded by *Slc17a8*), Otoferlin and Slc7a14 [12–15]. The *Slc17a8^–^^/^^–^* and *Otoferlin^–^^/^^–^* mice exhibit profound deafness because both vGlut3 and Otoferlin are heavily involved in the packaging and exocytosis of ribbon synapse vesicles containing the excitatory neurotransmitter glutamate in the IHCs, respectively. Recently, *Insm1* and *Ikzf2* were reported as key regulators of OHC development and, accordingly, OHCs tend to transdifferentiate into IHCs or IHC-like cells in *Insm1* or *Ikzf2* mutant mice [16,17].

In contrast to the aforementioned identification of genes for OHC development, it remains poorly understood what gene is needed for normal IHC development as well as which gene, together with *Atoh1*, can transdifferentiate cochlear SCs into the vGlut3+ IHCs. Addressing this question would undoubtedly provide new insights into the molecular mechanisms underlying IHC development and regeneration. In this study, we found that T-box transcription factor 2 (*Tbx2*) is highly and persistently expressed in IHCs but not OHCs. When *Tbx2* is conditionally deleted in neonatal ages, most if not all IHCs tend to transdifferentiate into OHCs, with upregulation and downregulation of 56.3% and 26.7% of OHC and IHC genes, respectively. Moreover, IHC fate also becomes unstable when *Tbx2* is conditionally ablated in adult IHCs. To the best of our knowledge, *Tbx2* is the first gene reported to be necessary in IHC development. Besides revealing the critical role of *Tbx2* in normal IHC development, we demonstrate that *Tbx2* and *Atoh1* together are sufficient to transform neonatal cochlear IBCs/IPhs into vGlut3+ new IHCs, with a reprogramming efficiency of ∼29.5%. The new IHCs also express the other IHC markers Otoferlin and Slc7a14 and harbor bird-wing-like stereocilia. Collectively, our findings uncover the essential role of Tbx2 in preventing differentiating and mature IHCs from developing into OHCs. Our study further shows that Tbx2, together with Atoh1, promotes transdifferentiation of neonatal IBCs/IPhs into IHCs expressing vGlut3, with the endogenous cochlear IHCs remaining intact. This experimental paradigm should facilitate future IHC regeneration and highlight a new strategy of treating IHC degeneration-associated deafness in clinic.

## RESULTS

### *Tbx2* is highly expressed in IHCs but not OHCs

We aimed to identify genes that are highly expressed in IHCs but are depleted in OHCs; our hypothesis was that these genes are the key candidate regulators in IHC development. First, *Slc17a8^iCreER/^*^+^; *Rosa26*-CAG-LSL-Tdtomato (Ai9)/+ (abbreviated as Slc17a8-Ai9) mice were administered tamoxifen (TMX) at Postnatal Day 2 (P2) and P3 [18], before the cochlear sensory epithelium was dissected, digested and dissociated at P30. Only the IHCs in the tissue were Tdtomato+, and 50 Tdtomato+ endogenous IHCs at P30 (P30_WT IHCs) were manually picked and subject to single-cell RNA-seq by using the smart-seq approach (Fig. 1A). 

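Each of the 50 P30_WT IHC libraries analysed here holds the RNA of 1 manually picked cell, so the replicates are cells, and the paper's text does not give the number of mice they came from. The authors aligned the paired-end reads to GRCm38 with Hisat2, counted the reads on each gene with HTSeq and deposited these counts without normalization. The total count per cell ranged from 5692841 to 25035444, with a median of 13835982.5. The totals formed 2 separate sets, with 23 cells at or below 9484663 and 27 cells at or above 13282457. A P30_WT IHC had 8492 ± 1449 (SD, n = 50 cells) genes with at least 1 count. Each count was divided by the total of its cell and multiplied by 1000000 to give CPM, without a filter on genes or a pseudocount. A count of 3, the limit that a count of 0 allows, corresponded to between 0.120 and 0.527 CPM in these cells. The reads carry no molecular identifiers, so limits and confidence intervals cover counting error only. The P30_WT OHCs came from another study and were not analysed here, so the levels describe the IHCs alone.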

Comparison of gene-expression profiles between these 50 P30_WT IHCs and 17 wild-type (WT) OHCs at P30 (P30_WT OHCs) we reported previously [19] revealed 2162 differentially expressed genes (DEGs) [absolute value of fold-change (FC) in gene expression: >4; *P* < 0.05] (Supplementary Table S1). By using a transcripts per million (TPM) value of >16 as the selection criterion [19], 389 and 151 genes were respectively defined as IHC and OHC genes (Fig. 1B and Supplementary Table S1). These genes included the known IHC markers *Slc17a8, Tbx2, Otof* and *Slc7a14* [12–15,17] and the OHC markers *Slc26a5, Ikzf2, Lbh* and *Sri* [10,16,20,21] (Fig. 1C). 

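All 389 IHC genes and all 151 OHC genes were found by their symbols among the 55291 genes with deposited counts. In the P30_WT IHCs, the median level over the IHC genes was 56.7 CPM, with quartiles of 22.9 and 139 CPM. The median level over the OHC genes in the same cells was 3.81 CPM, with quartiles of 0.323 and 25.6 CPM. At least 1 count was present in at least 50% of the cells for 335 IHC genes (86.1%) and for 59 OHC genes (39.1%). TPM was also computed from the counts and the union exon lengths of GENCODE release M21, in which 380 IHC genes and 147 OHC genes could be matched. The mean TPM over the 50 cells was above 16 for 323 of these IHC genes (85.0%) and for 34 of these OHC genes (23.1%). Processed pseudogenes, whose reads can be shared with their parent genes, made up 21 of the 389 IHC genes. The lists were drawn up by the authors partly from these 50 cells, so the difference in level between the lists is not independent evidence.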

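Among the IHC markers, *Slc17a8* (ENSMUSG00000019935.16, chromosome 10 of GRCm38, from 89574020 to 89621253) had 1344 ± 539 CPM (SD, n = 50 cells) in the P30_WT IHCs. *Otof* had 3704 ± 1028 CPM and *Slc7a14* had 552 ± 306 CPM in these cells, and each of the 3 genes was detected in all 50. As TPM from union exon lengths, the alternative that moved these levels most, *Otof* was at 1087.5 ± 329 TPM. Among the OHC markers, *Slc26a5*, which encodes Prestin and lies on chromosome 5 from 21810655 to 21865604, was detected in 2 of the 50 cells (4.00%, 95% Wilson interval 1.10% to 13.5%). Its largest count in a cell was 2. *Ikzf2* (chromosome 1, from 69531214 to 69687245) was detected in 5 of the 50 cells with a largest count of 4. *Lbh* was detected in 7 of the 50 cells and its level was 2.93 ± 12.0 CPM. *Sri* was detected in 48 of the 50 cells, at 113 ± 121 CPM.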

Notably, *Tbx2* was found to be the top TF gene highly expressed in IHCs but not OHCs (red arrow in Fig. 1C). However, the Tbx2 protein expression pattern in the cochlea remains poorly characterized.

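*Tbx2* (ENSMUSG00000000093.6) lies on the plus strand of chromosome 11 of GRCm38 from 85832551 to 85841948, and its 7 merged exons have a length of 3626 bases in GENCODE release M21. It was detected in all 50 P30_WT IHCs, at 193 ± 103 CPM (SD, n = 50 cells). For comparison, 15 of the IHC genes that encode transcription factors were listed by hand, without a transcription factor database. By mean CPM in the P30_WT IHCs, *Tbx2* took rank 4 of the 15, after *Egr1* (766 ± 878 CPM), *Fos* (684 ± 739 CPM) and *Nr1d1* (197 ± 154 CPM). By TPM from union exon lengths its rank was 5, at 124 ± 67.2 TPM. *Egr1* and *Fos* belong to a list of genes that respond to tissue dissociation. The SD of *Tbx2* was 0.535 of its mean, the lowest such ratio among the 15 genes, against 1.15 for *Egr1* and 1.08 for *Fos*. The depletion of these genes in OHCs was not analysed here.

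**Figure D1:**
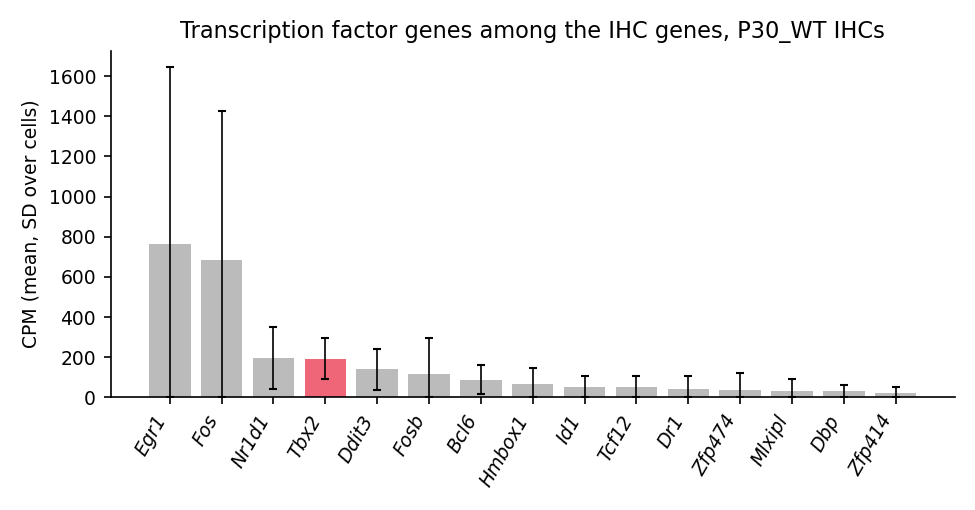
Mean CPM in the 50 P30_WT IHCs of the 15 transcription factor genes listed among the IHC genes, with error bars of 1 SD over cells drawn down to 0 at most. *Tbx2*, coloured, takes rank 4, at 193 CPM.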

**Figure 1.**
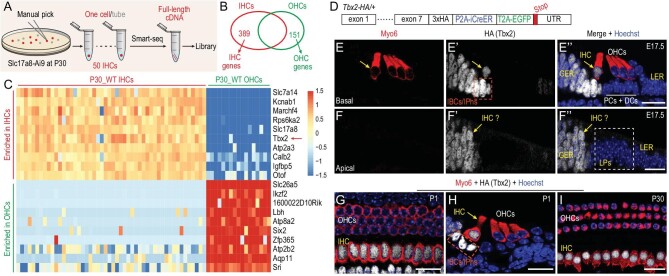
Tbx2 is highly expressed in IHCs but not OHCs. (A) and (B) Illustration of single-cell RNA-seq of adult IHCs at P30 by using smart-seq (A); 389 IHC genes and 151 OHC genes are identified (B). (C) Heat map showing top examples of differently expressed genes between IHCs and OHCs at P30. (D) Diagram of Tbx2*3 × HA-P2A-iCreER-T2A-EGFP/+ (*Tbx2*-HA/+); for details, please refer to Supplementary Fig. S1A–F. (E)–(I) Dual staining of HC marker Myo6 and HA (Tbx2) in cochlear samples from *Tbx2*-HA/+ mice at E17.5 (E)–(F’’), P1 (G) and (H) and P30 (I). Yellow arrows in (E)–(F’’): IHCs; dotted squares in (E’) and (H): IBCs/IPhs. IHCs, inner hair cells; OHCs, outer hair cells; GER, greater epithelial ridge cells; LER, lesser epithelial ridge cells; LPs, lateral progenitors; IBCs/IPhs, inner border cells/inner phalangeal cells; PCs, pillar cells; DCs, Deiters’ cells. Scale bar: 20 μm.

Next, we generated a new knockin mouse strain, Tbx2*3 × HA-P2A-iCreER-T2A-EGFP/+ (abbreviated as *Tbx2*-HA/+), wherein three HA tags were fused to the C-terminus of Tbx2 (Fig. 1D and Supplementary Fig. S1A–F) and the Tbx2 expression pattern was primarily characterized using an anti-HA antibody. In agreement with previous reports [22,23], the HA (Tbx2) expression domain was found to overlap with that of Sox2 in the otocyst, but not in the hindbrain, at Embryonic Day 9.5 (E9.5) (Supplementary Fig. S1G–G’’). Tbx2 was broadly expressed in cochlear duct cells at E13.5. However, at E15.5, although Tbx2 expression was maintained in the medial portion including Myo6+ IHCs, the expression was undetectable in lateral progenitors (LPs) that eventually become OHCs, PCs and DCs in the basal turn (Supplementary Fig. S1H–H’’). By contrast, Tbx2 continued to be broadly expressed in the apical turn at E15.5 (Supplementary Fig. S1I–I’’). The wave of Tbx2 downregulation was largely completed by E17.5, when Tbx2 was undetectable in basal OHCs, PCs and DCs, and apical LPs (Fig. 1E–F’’). As expected, Tbx2 was highly expressed in IHCs, but not OHCs, at P1 (Fig. 1G and H), P15 and P30 (Fig. 1I). Collectively, these results showed that Tbx2 is persistently and specifically expressed in both differentiating and mature IHCs, prompting us to hypothesize that Tbx2 is essential for IHC development.

### Neonatal IHCs transdifferentiate into OHCs when *Tbx2* is conditionally deleted

Our aforementioned hypothesis was supported by genetic evidence obtained from two distinct *Tbx2* mutant strains. The first was a germ-line *Tbx2* knockout mouse strain (*Tbx2^+/^^–^*) in which the entire *Tbx2* locus (∼9.6 kbp) was deleted (Supplementary Fig. S2A–C). *Tbx2^–/–^* mice die at early embryonic ages due to cardiac defect [24]. Importantly, the OHC-specific marker Prestin was weakly detected in *Tbx2^+/^^–^* but not *Tbx2^+/+^* IHCs at P7, P14 and P42. Because the IHC phenotypes in *Tbx2^+/^^–^* were mild, detailed analyses are not presented and we focused our study on the second mutant strain that we generated: *Tbx2^flox/+^*, wherein the second exon of *Tbx2* was flanked by two loxp sequences (Supplementary Fig. S2D–I). Here, WT mice (control group) and *Slc17a8^iCreER/^*^+^; *Tbx2^flox/^^–^* conditional knockout mice (abbreviated as Tbx2 cko mice; experimental group) were administered TMX at P2 and P3 and examined at different ages.

At P7, IHCs were vGlut3+/Prestin– in WT mice (Fig. 2A–A’’), whereas ectopic Prestin expression at heterogeneous levels was detected in IHCs in Tbx2 cko mice (arrows in Fig. 2B–B’’). Notably, relative to Prestin– IHCs (asterisks in Fig. 2B–B’’), Prestin+ IHCs showed different extents of diminished vGlut3 expression. At P14, Prestin remained specifically expressed in WT OHCs (Fig. 2C–C’’), but the Prestin level in Tbx2 cko IHCs was further increased and became comparable to that in endogenous OHCs (Fig. 2D–D’’). Conversely, vGlut3 expression remained heterogeneous, either being detected at low levels (blue arrows in Fig. 2D–D’’) or becoming undetectable (yellow arrows in Fig. 2D–D’’). Moreover, the Prestin level was homogenous in the majority of Prestin+ IHCs. This suggested that the upregulation of Prestin expression was more rapid than the downregulation of vGlut3 expression by P14. As expected, the vGlut3 level in Prestin– IHCs (asterisks in Fig. 2D–D’’) was as high as that in WT IHCs (Fig. 2C–C’’).

**Figure 2.**
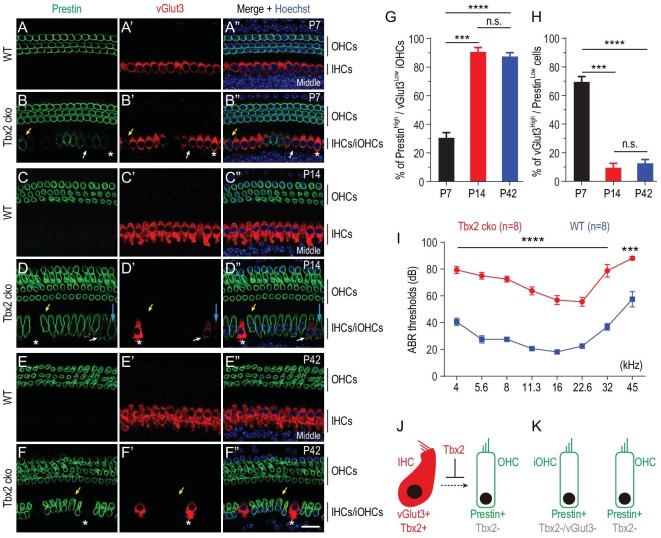
Loss of Tbx2 causes IHCs to gradually decrease vGlut3 but increase Prestin expression. (A)–(F’’) Dual whole-mount staining of vGlut3 and Prestin in cochlear samples from wild-type mice [WT; (A)–(A’’), (C)–(C’’) and (E)–(E’’)] and *Tbx2* conditional knockout mice [Tbx2 cko; (B)–(B’’), (D)–(D’’) and (F)–(F’’)] at P7, P14 and P42, respectively. Yellow arrows: one Prestin^High^/vGlut3^Low^ iOHC; white arrows: one vGlut3^High^/Prestin^Low^ iOHC. Asterisks: IHCs that did not undergo cell-fate conversion; to simplify analysis, these cells were included in vGlut3^High^/Prestin^Low^ population. (G) and (H) Quantification of Prestin^High^/vGlut3^Low^ iOHCs (G) and vGlut3^High^/Prestin^Low^ cells (H) in Tbx2 cko mice at P7, P14 and P42. Data are presented as means ± SEM. ***P < 0.001; ****P < 0.0001; n.s.: no significant difference. (I) ABR measurements between WT (blue line) and Tbx2 cko (red line) mice at P42; significantly different at all frequencies: ***P < 0.001; ****P < 0.0001. (J) and (K) Simplified model highlighting role of Tbx2 in IHC fate stabilization. After Tbx2 is deleted, IHCs become iOHCs (K). Scale bar: 20 μm.

At P42, relative to the expression in WT IHCs (Fig. 2E–E’’), vGlut3 expression was undetectable in all Prestin+ IHCs (yellow arrows in Fig. 2F–F’’) but remained intact in Prestin– IHCs (asterisks in Fig. 2F–F’’). Thus, our data supported the notion that IHCs tend to transdifferentiate into OHCs when *Tbx2* is absent. Hereafter, to differentiate between the IHCs that did or did not undergo cell-fate change (asterisks in Fig. 2), the Prestin+ IHCs were defined as induced-OHCs derived from IHCs (abbreviated as iOHCs) in which vGlut3 expression was either decreased or completely lost.

### Cell-fate conversion of iOHCs is largely completed by P14

We next estimated the progression of cell-fate conversion in iOHCs between P7 and P42. First, we quantified the cells in entire cochlear turns that expressed high levels of Prestin (Prestin^High^) but low (or undetectable) levels of vGlut3 (vGlut3^Low^). The percentage of these cells—defined as Prestin^High^/vGlut3^Low^ iOHCs (yellow arrows in Fig. 2B-B’’, yellow and blue arrows in Fig. 2D–D’’, and yellow arrows in Fig. 2F–F’’)—was the lowest (30.5% ± 3.7%) at P7 (*n* = 3) and was significantly increased to 90.5% ± 3.1% at P14 (*n* = 3) and 87.4% ± 2.7% at P42 (*n* = 3) (Fig. 2G). Although a Tbx2 antibody was not available for validating the absence of Tbx2, the Prestin^High^/vGlut3^Low^ iOHCs are likely to correspond to the endogenous IHCs in which *Tbx2* was successfully deleted. Second, we quantified cells that expressed high levels of vGlut3 (vGlut3^High^) but low (or undetectable) levels of Prestin (Prestin^Low^); the percentage of these cells—defined as vGlut3^High^/Prestin^Low^ cells—was the highest (69.5% ± 3.7%) at P7 and was drastically decreased to 9.5% ± 3.1% at P14 and 12.6% ± 2.7% at P42 (Fig. 2H).

Notably, we expected the vGlut3^High^/Prestin^Low^ cells to include two subpopulations: (i) the iOHCs that were in the early process of cell-fate conversion (white arrows in Fig. 2B–B’’ and Fig. 2D–D’’); and (ii) the endogenous IHCs that did not undergo cell-fate change (asterisks in Fig. 2), either due to their lack of responsiveness to Tbx2 deletion or due to unsuccessful deletion of Tbx2. Thus, our results suggested that although the cell-fate conversion rate was not synchronized in distinct iOHCs, the conversion was largely completed at P14, because no significant difference was observed between P14 and P42 (Fig. 2G and H). Because vGlut3^High^/Prestin^Low^ cells accounted for only ∼12.6% of the cells in the IHC region at P42 (Fig. 2H), the hearing thresholds of Tbx2 cko mice (*n* = 8) at all tested frequencies were significantly higher than those of WT mice (*n* = 8) (Fig. 2I).

We performed double-labeling for Prestin with two additional IHC markers—Otoferlin (Supplementary Fig. S3A–B’’) and Slc7a14 (Supplementary Fig. S3C–D’’)—at P42. Briefly, Otoferlin and Slc7a14 exhibited similar expression patterns to vGlut3 (Supplementary Fig. S3E and F). Moreover, relative to WT IHCs (white circles in Supplementary Fig. S3G–G’’), iOHCs harbored fewer ribbon synapses (yellow circles in Supplementary Fig. S3H–H’’ and Supplementary Fig. S3I). Considering these results collectively, we propose that Tbx2 plays an essential role in IHC development by repressing the expression of OHC genes or preventing the transdifferentiation of IHCs into OHCs (Fig. 2J); thus, following the loss of Tbx2, neonatal IHCs gradually differentiate into iOHCs (Fig. 2K).

### IHC genes are globally repressed but OHC genes are derepressed in iOHCs

Next, we monitored the degree of cell-fate change by single-cell transcriptomic analysis. We comprehensively characterized the transcriptomic profiles of 55 WT IHCs at P14 (P14_WT IHCs) from Slc17a8-Ai9 mice and 46 iOHCs at P14 (P14_iOHCs) from *Slc17a8^iCreER/^*^+^; *Tbx2^flox/^^–^*; Ai9/+ mice (abbreviated as Slc17a8-Tbx2cko-Ai9 mice) (Fig. 3A and B). 

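Counts of 55 P14_WT IHCs and 46 P14_iOHCs were analysed, each from 1 picked cell and made by the authors with the steps given for the P30_WT IHCs. The number of mice behind each group is not given in the paper's text, so differences between groups were set against the spread between cells, and a difference between litters or mice would add to them. The total count per cell ranged from 4326416 to 22622030 in P14_WT IHCs (median 15633949) and from 6059570 to 22963196 in P14_iOHCs (median 16259204). A P14_WT IHC had 8754 ± 543 (SD, n = 55 cells) detected genes, and a P14_iOHC had 9009 ± 1742 (SD, n = 46 cells). Of these cells, 16 P14_WT IHCs and 12 P14_iOHCs had totals at or below 10267217, and the others had at least 11814928. The groups were compared by edgeR's quasi-likelihood test with TMM normalization, on genes with at least 5 counts in at least 10 cells. Genes with a Benjamini-Hochberg adjusted p-value under 0.05 and an absolute log2 fold change over 2 were taken as changed. The fold threshold is that of the paper, whose text gives a p under 0.05 without naming an adjustment. Its supplementary gene lists show that the adjusted p was used. With an unadjusted p, 1204 genes were higher and 664 lower in the P14_iOHCs. *Tbx2*, the gene targeted in the P14_iOHCs, was detected in all 55 P14_WT IHCs, from 49.5 to 754 CPM, with a mean of 260 ± 127 CPM (SD, n = 55 cells). In the P14_iOHCs it was detected in 45 of 46 cells, up to 427 CPM, with a mean of 69.3 ± 87.4 CPM (SD, n = 46 cells). The log2 fold change of *Tbx2* was -1.93 (standard error 0.33, adjusted p = 1.69e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which is short of the fold threshold. With limma on log2(CPM + 0.1) it moved most, to -3.37. Counts per gene do not separate transcripts that lack the floxed exon from intact ones. The P14_iOHCs also carry a germ-line null allele of *Tbx2*, so the fold change does not measure the induced deletion alone.

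**Figure D2:**
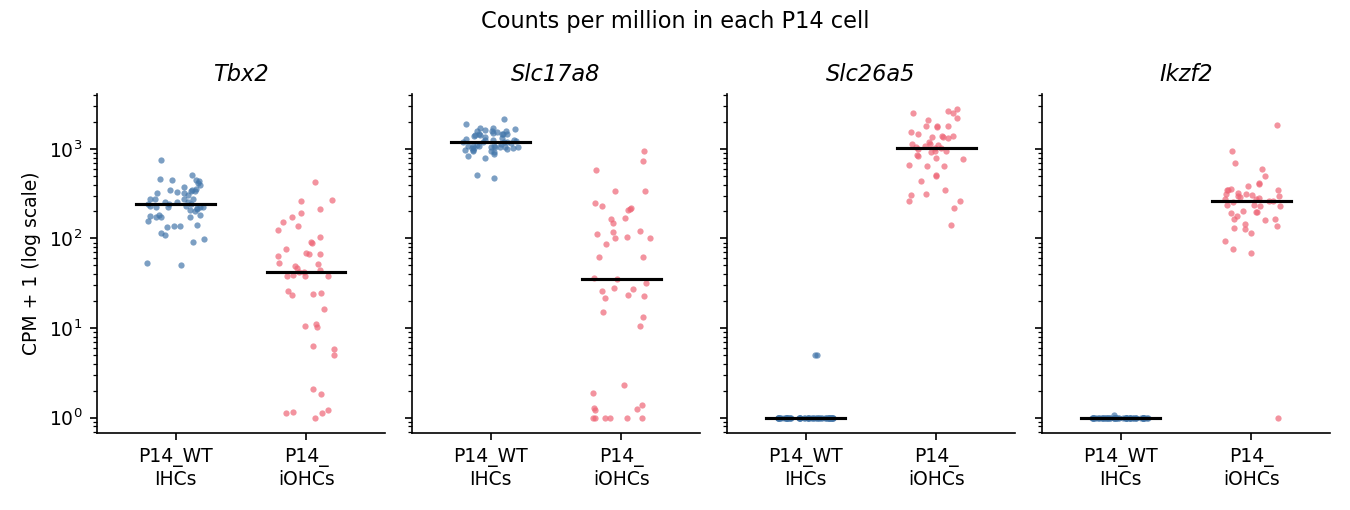
CPM plus 1, on a log scale, of *Tbx2*, *Slc17a8*, *Slc26a5* and *Ikzf2* in each of 55 P14_WT IHCs and 46 P14_iOHCs, with the median of each group as a line. *Tbx2* ranges from 49.5 to 754 CPM in P14_WT IHCs and from 0 to 427 CPM in P14_iOHCs.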

Relative to the expression in P14_WT IHCs, 862 and 442 genes were significantly (absolute value of FC > 4; *P* < 0.05) upregulated and downregulated, respectively, in P14_iOHCs (Fig. 3C and Supplementary Fig. S4A). 

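The test covered 13673 genes, of which 871 were higher and 453 were lower in the P14_iOHCs than in the P14_WT IHCs. Of the 871 higher genes, 590 are among the genes the paper lists as increased, and of the 453 lower genes, 340 are among those it lists as decreased. Among the alternatives that used every P14 cell, leaving out the filter on low counts moved these numbers most, to 4418 higher and 3436 lower of 28368 genes. Of the higher genes, 211 were detected in at least 80% of the P14_iOHCs, and the median share of cells with a higher gene was 52.2%. *Hsd11b1* was at 472 ± 423 CPM (SD, n = 46 cells) in the P14_iOHCs and had a count of 0 in all 55 P14_WT IHCs, which makes it at least 1888-fold higher. *Adamtsl1*, at or under 3 counts in all P14_WT IHCs, was at least 346-fold higher, and *Bmp3* had a log2 fold change of 12.85 (standard error 0.68, adjusted p = 2.15e-33 from the same test), with a count in 1 of the 55 P14_WT IHCs. Among the lower genes, *Gm36669* had no count in any of the 46 P14_iOHCs, against 27.7 ± 29.9 CPM (SD, n = 55 cells) in the P14_WT IHCs. *Grm4* had a log2 fold change of -11.32, *Rprm* of -7.46, *1700029N11Rik* of -7.03 and *Cd96* of -6.44, with an adjusted p of 1.17e-09 or less for each from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The hair cell genes *Myo6* (log2 fold change -0.49) and *Myo7a* (log2 fold change -0.58) changed far less and stayed within the fold threshold. Some of the higher genes are markers of other cells or copies of other genes. Of 15 supporting-cell markers tested, 10 were among the 871 higher genes, and 81 of the 871 are processed pseudogenes that can share reads with their parent genes.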

All identified DEGs are included in Supplementary Table S2. We found that 56.3% (85/151) of the OHC genes were drastically increased and 26.7% (104/389) of the IHC genes were markedly decreased in the P14_iOHCs (Fig. 3D and E) and, notably, the upregulated OHC genes included *Slc26a5, Lbh* and *Ikzf2* (red arrows in Fig. 3C) and the downregulated IHC genes included *Otof, Slc17a8* and *Slc7a14* (green arrows in Fig. 3C).

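Of the 151 OHC genes, 88 (58.3%, 95% Wilson interval 50.3% to 65.8%) were higher in the P14_iOHCs. Of the 389 IHC genes, 106 (27.2%, 95% Wilson interval 23.1% to 31.9%) were lower and 20 were higher. At these tests, 142 OHC genes and 382 IHC genes passed the filter on counts. When p-values were adjusted over the list alone, 93 OHC genes were higher and 111 IHC genes were lower. Among the tested genes outside the OHC genes, 5.79% were higher, so OHC genes were enriched among the higher genes with an odds ratio of 26.5 (two-sided Fisher's exact test, p = 2.15e-69). Among the tested genes outside the IHC genes, 2.61% were lower, an odds ratio of 14.3 for the IHC genes (two-sided Fisher's exact test, p = 1.1e-69). Genes are not independent of each other, so these p-values describe the lists rather than replicate cells. Of the 88 OHC genes, 79 are among the 85 that the paper lists, and of the 106 IHC genes, 99 are among its 104. *Slc26a5* rose from 2 of 55 P14_WT IHCs with a count to all 46 P14_iOHCs, at 1146 ± 685 CPM (SD, n = 46 cells). Its log2 fold change of 12.97 (standard error 0.65, adjusted p = 2.90e-33 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) rests on 2 cells for the P14_WT IHCs, with a largest count of 79. *Lbh* rose from 4.00 ± 9.94 to 949 ± 598 CPM, and *Ocm*, another OHC gene, rose from 744 ± 1046 to 37457 ± 16305 CPM. *Sri* rose from 571 ± 300 to 2262 ± 886 CPM, and its log2 fold change of 2.02 was close to the threshold. *Slc17a8* fell from 1230 ± 317 to 123 ± 194 CPM, a log2 fold change of -3.33 (standard error 0.45, adjusted p = 3.24e-09 from the same test), and 6 of the 46 P14_iOHCs had a count of 0. *Otof* fell from 3657 ± 925 to 430 ± 608 CPM, and *Calb2* fell from 14956 ± 3923 to 2154 ± 2805 CPM. *Slc7a14* fell from 399 ± 178 CPM in all 55 P14_WT IHCs to 17.8 ± 62.2 CPM, with counts in 7 of the 46 P14_iOHCs. In these cells the declines of *Slc17a8*, *Otof* and *Slc7a14* were larger than the SD between P14_WT IHCs.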

**Figure 3.**
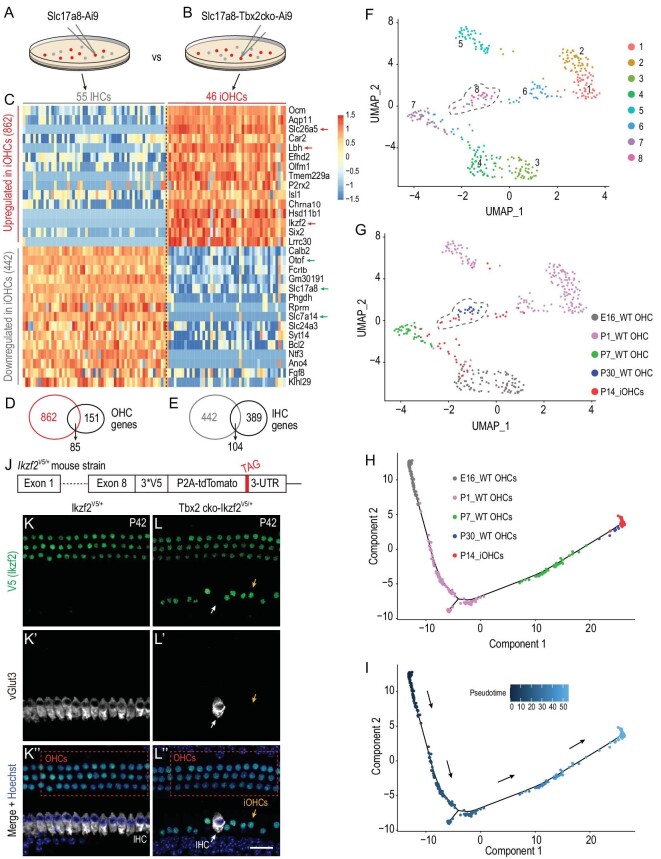
Single-cell transcriptomic profiling of iOHCs. (A) and (B) Manual picking of P14_WT IHCs from Slc17a8-Ai9 mice (A) and P14_iOHCs from Slc17a8-Tbx2cko-Ai9 mice (B). (C) Transcriptomic comparison between P14_WT IHCs and P14_iOHCs. Relative to their expression in P14_WT IHCs, 862 and 442 genes are significantly upregulated and downregulated in P14_iOHCs, respectively. (D) and (E) Overlapping genes: 85 genes, including *Slc26a5, Lbh* and *Ikzf2* (red arrows in C), overlap between the 862 upregulated and 151 defined OHC genes (D); and 104 genes, including *Otof, Slc17a8* and *Slc7a14* [green arrows in (C)], overlap between the 442 downregulated and 389 defined IHC genes. (F) and (G) UMAP analysis of cell mixtures covering E16_WT OHCs, P1_WT OHCs, P7_WT OHCs, P30_WT OHCs and P14_iOHCs; eight main cell clusters are revealed (F). Notably, 7/46 (15.2%) P14_iOHCs are assigned to Cluster 8 (gray dotted circle), which primarily comprises P30_WT OHCs. (H) and (I) Trajectory analysis of same cell mixtures as in (F) and (G). Arrows in (I): calculated developmental ages. (J) Simple illustration of how the *Ikzf2^V5/+^* mouse strain is constructed. Briefly, three V5 tags are fused to Ikzf2 C-terminus; please also refer to Supplementary Fig. S5 for details. (K)–(L’’) Dual staining of V5 (Ikzf2) and vGlut3 in control *Ikzf2^V5/+^*(K)–(K’’) and Tbx2 cko -*Ikzf2^V5/+^*(L)–(L’’) cochleae at P42. Yellow arrows in (L)–(L’’): one iOHC expressing V5 (Ikzf2) but not vGlut3; white arrows in (L)–(L’’): one endogenous IHC not expressing V5 (Ikzf2) and maintaining vGlut3 expression. Scale bar: 20 μm.

To determine the differentiation status of endogenous WT OHCs that was most similar to that of P14_iOHCs, we pooled the 46 P14_iOHCs from this study with the 87 WT OHCs at E16 (E16_WT OHCs), 170 WT OHCs at P1 (P1_WT OHCs) and 39 WT OHCs at P7 (P7_WT OHCs) from one previous single-cell RNA-seq study [25] and the 17 P30_WT OHCs from another study [19]. In total, eight clusters were revealed through uniform manifold approximation and projection (UMAP) analysis (Fig. 3F). Notably, 7/46 (15.2%) of the P14_iOHCs belonged to Cluster 8, which mainly included the P30_WT OHCs, whereas the remaining 39/46 (84.8%) were assigned to other clusters (Fig. 3G). Moreover, trajectory analysis by using Monocle revealed that P14_iOHCs aggregated with P30_WT OHCs (Fig. 3H and I), supporting the notion that P14_iOHCs are more similar to P30_WT OHCs than to WT OHCs at other ages. A similar pattern was obtained when we included additional IHCs obtained from the same single-cell RNA-seq study (Supplementary Fig. S4B and C). Together, these results suggested that upon Tbx2 loss, the IHCs became iOHCs that were most closely related to P30_WT OHCs.

### Ikzf2 protein is also expressed in iOHCs

The similarity between iOHCs and endogenous OHCs led us to predict that Ikzf2 protein (also known as Helios), a key regulator of OHC development [16,19], would be expressed in iOHCs. Because a suitable commercial Ikzf2 antibody for immunostaining was unavailable, we constructed a new knockin mouse strain, Ikzf2*3 × V5-P2A-Tdtomato/+ (abbreviated as *Ikzf2^V5/+^*), wherein three V5 tags were fused to the C-terminus of Ikzf2 (Fig. 3J and Supplementary Fig. S5A–C). The correct gene targeting of *Ikzf2^V5/+^*was confirmed through Southern blotting and tail-DNA PCR (Supplementary Fig. S5D and E). Thus, a V5 antibody could be used to detect Ikzf2 protein. Here, we did not use Tdtomato as a reporter of *Ikzf2* mRNA expression because the signal-to-noise ratio of Tdtomato was lower than that of the V5 antibody.

Co-staining of V5 (Ikzf2) and vGlut3 showed that OHCs (dotted square in Fig. 3K’’), but not IHCs, expressed Ikzf2 in *Ikzf2^V5/+^* mice at P42 (Fig. 3K–K’’). By contrast, in *Slc17a8^iCreER/^*^+^; *Tbx2^flox/^^–^; Ikzf2^V5/+^* (Tbx2cko-Ikzf2^V5/+^) mice at P42, Ikzf2 was expressed, besides in OHCs (dotted square in Fig. 3L’’), in an additional row of cells including iOHCs (yellow arrows in Fig. 3L–L’’), but not in IHCs that did not change cell fate and accordingly maintained vGlut3 expression (white arrows in Fig. 3L–L’’). This agreed with the marked *Ikzf2* mRNA upregulation in the iOHCs (Fig. 3C and Supplementary Fig. S4A). 

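*Ikzf2* mRNA was measured in the P14 cells, not at the age of the V5 staining. A single count was found in 1 of the 55 P14_WT IHCs (1.82%, 95% Wilson interval 0.322% to 9.61%), and none in the other 54. In the P14_iOHCs, *Ikzf2* was detected in 45 of 46 cells (97.8%, 95% Wilson interval 88.7% to 99.6%), at 309 ± 287 CPM (SD, n = 46 cells). Since every P14_WT IHC was at or under 3 counts, its level in the P14_iOHCs was at least 1234-fold higher (adjusted p = 2.86e-65 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The gene was past the threshold under all 18 alternatives run for it. Across the 46 P14_iOHCs, *Ikzf2* and *Slc17a8* had a Pearson's r of -0.229 (permutation p = 0.127) and a Spearman's rho of -0.168 (permutation p = 0.263). Without the 2 cells farthest from the median of *Ikzf2*, r was -0.138. This was 1 of 5 relations tested across these cells, and its adjusted p was 0.318. Within the 12 cells at or below 10267217 counts r was -0.324, and within the other 34 cells it was -0.159.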

Altogether, these results showed that both *Ikzf2* mRNA and protein were expressed in iOHCs. Because ectopic Ikzf2 is known to be sufficient for promoting IHC transdifferentiation into OHCs [16,19], the detection here of Ikzf2 protein further strengthened the ‘OHC’ features of the iOHCs.

### Tbx2 is necessary for maintaining cell fate of adult cochlear IHCs

We next investigated whether Tbx2 is also required for maintaining the cell fate of fully mature IHCs at adult ages. WT (*n* = 3) and Tbx2 cko (*n* = 3) mice were administered TMX at P60 and P61 and then analysed at P120. Three rows of Prestin+ OHCs and one row of vGlut3+ IHCs were well aligned in WT cochleae (Fig. 4A–A’’), whereas additional but discontinuous Prestin^High^/vGlut3^Low^ cells existed in the IHC region of Tbx2 cko cochleae (yellow arrows in Fig. 4B–B’’). According to our aforementioned criterion, Prestin^High^/vGlut3^Low^ cells were defined as iOHCs, and the nearby vGlut3^High^/Prestin^Low^ IHCs were suspected of being endogenous IHCs in which Tbx2 was not successfully deleted (asterisks in Fig. 4B–B’’). When we grouped the iOHCs in all the cochlear turns together and quantified the results, the calculated percentage of Prestin^High^/vGlut3^Low^ iOHCs at P120 was 60.0% ± 2.7% (Fig. 4C). Moreover, the middle turn was found to contain the fewest and the basal turn the most iOHCs when the cells in the three turns were counted separately (Fig. 4D).

**Figure 4.**
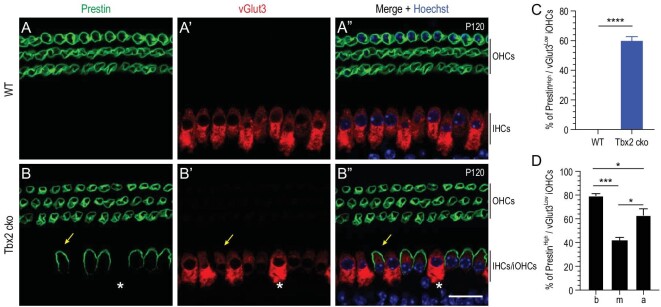
Adult IHCs also transdifferentiate into OHCs when Tbx2 is conditionally deleted. (A)–(B’’) Double staining of Prestin and vGlut3 in WT (A)–(A’’) and Tbx2 cko (B)–(B’’) cochleae. Yellow arrows in (B)–(B’’): one iOHC with high Prestin expression but low vGlut3 expression; white asterisks: one suspected endogenous IHC maintaining high vGlut3 expression and not expressing Prestin. (C) Averaged percentage of Prestin^High^/vGlut3^Low^ iOHCs in all turns of Tbx2 cko cochleae. Data are presented as means ± SEM. ****P < 0.0001. No iOHC is detected in WT cochleae. (D) Percentages of Prestin^High^/vGlut3^Low^ iOHCs in basal (b), middle (m) and apical (a) turns of Tbx2 cko cochleae. Data are presented as means ± SEM. *P < 0.05; ***P < 0.001. Scale bar: 20 μm.

Notably, vGlut3 was undetectable in iOHCs at P42 when *Tbx2* was deleted at P2 and P3 (arrows in Fig. 2F–F’’), but vGlut3 was detectable, albeit faintly, in iOHCs at P120 (2 months after *Tbx2* deletion at P60/P61) (arrows in Fig. 4B–B’’). Collectively, our data support the view that Tbx2 is required in maintaining or stabilizing the IHC fate at both neonatal (P2/P3) and adult (P60/P61) ages. In the absence of Tbx2, IHCs tend to transdifferentiate into OHCs and become iOHCs. However, the cell-fate conversion rate might be lower at adult ages since fewer IHCs transdifferentiated into iOHCs in adult (Fig. 4C) than neonatal (Fig. 2A–G) stages.

### A new genetic model to induce temporal Atoh1 but permanent Tbx2 expression

The functional importance of Tbx2 in IHC development observed here prompted us to further hypothesize that Tbx2 together with Atoh1 should be capable of converting cochlear IBCs/IPhs, which localize near IHCs, into more differentiated new IHCs (i.e. into vGlut3+ cells) than what was obtained with Atoh1 alone in our previous study [26]. The IBCs/IPhs were effectively targeted using Plp1-CreER+ (Fig. 5A–A’’’), as reported in other studies [26–28]. Moreover, we aimed to only induce temporal Atoh1 expression, mimicking the Atoh1 expression observed during endogenous IHC development [5,29–31], and thus used the approach detailed below.

**Figure 5.**
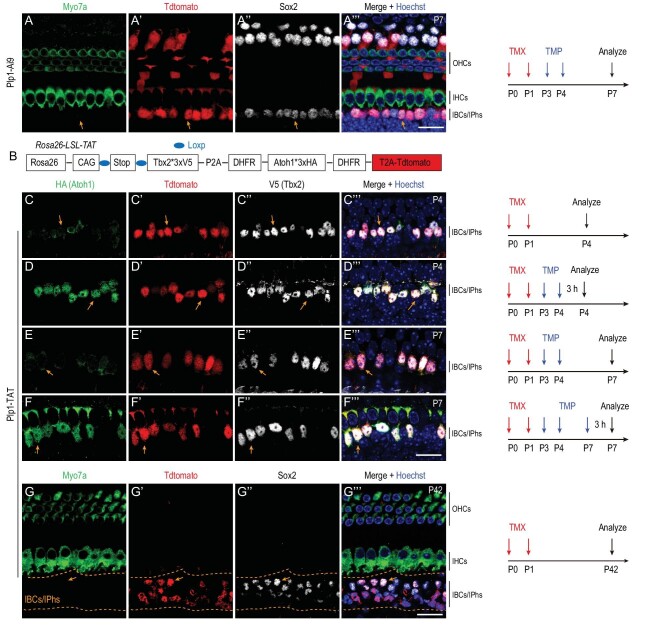
Successful transient Atoh1 and permanent Tbx2 ectopic expression in Plp1-TAT mice. (A)–(A’’’) Triple labeling for Myo7a, Tdtomato and Sox2 in control cochleae of Plp1-Ai9 mice first administered TMX (red arrows) and TMP (blue arrows) and then analysed at P7 (as depicted on the right). Orange arrows in (A)–(A’’’): one IBC/IPh that is Tdtomato+/Sox2+/Myo7a–. (B) Simple cartoon illustrating genetic model used to conditionally induce transient Atoh1 and permanent Tbx2 expression; please also refer to Supplementary Fig. S6 for details. (C)–(F’’’) Triple labeling for HA (Atoh1), Tdtomato and V5 (Tbx2) in Plp1-TAT mice subject to different treatments and analysed at distinct ages, as illustrated on the right. Orange arrows in (C)–(C’’’): one IBC/IPh with high Tdtomato and Tbx2 expression but weak Atoh1 expression. Orange arrows in (D)–(D’’’): one IBC/IPh with high Tdtomato and Tbx2 and also high Atoh1 expression, because Atoh1 is stabilized here by TMP treatment. Atoh1 expression is reversed to a weak level in Tdtomato+/Tbx2+ cells [orange arrows in (E)–(E’’’)] if mice are analysed at P7 (3 days after TMP treatment), but high expression can be restored in Tdtomato+/Tbx2+ cells [orange arrows in (F)–(F’’’)] if a third TMP treatment is administered 3 h before analysis at P7. (G)–(G’’’) Triple labeling for Myo7a, Tdtomato and Sox2 in cochleae of Plp1-TAT mice at P42. Arrows: one Tdtomato+/Sox2+ cell that does not express Myo7a and belongs to the IBCs/IPhs failing to become HCs. Scale bar: 20 μm (A’’’), (F’’’) and (G’’’).

When the destabilizing domains (DDs) derived from *Escherichia coli* dihydrofolate reductase (DHFR) are fused with a protein of interest, rapid proteasomal degradation of the protein is triggered [32]; however, the cell-permeable small molecule trimethoprim (TMP) can bind to and stabilize the DDs, and thus TMP treatment results in the protein degradation being prevented in a rapid, reversible and TMP dose-dependent manner [32]. Furthermore, fusion of DHFR DDs to both N- and C-termini of a protein yields superior temporal control than does fusion to one terminus alone [33]. Therefore, for our analyses, we constructed a new strain, *Rosa26*-CAG-Loxp-Stop-Loxp-Tbx2*3 × V5-P2A-DHFR-Atoh1*3 × HA-DHFR-T2A-Tdtomato*/+* (abbreviated as *Rosa26*-LSL-TAT/+) (Fig. 5B and Supplementary Fig. S6A–F), in which Atoh1 protein was tagged with HA and DHFR; here, as expected, Atoh1 is unstable and undergoes rapid degradation under control conditions (Supplementary Fig. S6G) but becomes temporally stable in the presence of TMP (Supplementary Fig. S6H) [32,34]. Moreover, upon Cre-mediated recombination, Atoh1 (also tagged with three HA fragments), Tbx2 (tagged with three V5 fragments) and Tdtomato are transcribed from the same polycistronic mRNA in this strain.

We confirmed the transient and persistent expression of Atoh1 and Tbx2, respectively, in our model by using the four assays described here; in all cases, TMX was administered at P0 and P1 and TMP at P3 and P4, unless specified otherwise. First, in Plp1-CreER+; *Rosa26*-LSL-TAT/+ (abbreviated as Plp1-TAT) mice in the absence of TMX administration, no Tdtomato+, V5 (Tbx2)+ or HA (Atoh1)+ cells were observed. Second, Plp1-TAT mice that were administered TMX were divided into two groups—No-TMP and TMP-treated—and both groups were analysed at P4 (3 h after last TMP treatment). In cochleae from no-TMP mice, we detected Tdtomato+ cells in which V5 (Tbx2) expression was high but HA (Atoh1) expression was faint or undetectable (arrows in Fig. 5C–C’’’); by contrast, in TMP-treated mice, Tdtomato+ cells expressing high levels of Tbx2 and Atoh1 were present (arrows in Fig. 5D–D’’’). The faint Atoh1 expression in Fig. 5C might be due to occasional incomplete degradation of Atoh1 protein. Third, when we examined the TMP-treated mice at P7, we found that high Tbx2 and Tdtomato expression was maintained but Atoh1 expression was reversed to a faint or undetectable level in the same cells (arrows in Fig. 5E–E’’’). Fourth, Atoh1 expression was restored to a high level if an additional (third) dose of TMP was administered 3 h before sacrifice at P7 (arrows in Fig. 5F–F’’’). Collectively, these results supported our conclusions that whereas the expression of Tbx2 and Tdtomato solely relied on TMX, Atoh1 expression depended on both TMX and TMP, and that the Atoh1 protein level was reversible and TMP treatment stabilized Atoh1 only transiently (for <3 days).

### Transient Atoh1 and permanent Tbx2 expression together successfully convert neonatal IBCs/IPhs into vGlut3+ new IHCs

We first confirmed that Tbx2 alone cannot convert neonatal IBCs/IPhs into IHCs or general HCs by characterizing Plp1-TAT mice that were administered only TMX and then analysed at P42. All Tdtomato+ cells, which were derived from IBCs/IPhs, failed to express Myo7a (Fig. 5G–G’’’). We also did not observe Tdtomato+/vGlut3+ cells. Second, we ascertained whether simultaneously high levels of Atoh1 and Tbx2 can convert neonatal IBCs/IPhs into vGlut3+ new IHCs (Fig. 6A). In the cochleae of control Plp1-Ai9 mice at P42 (*n* = 3), neither the IHC marker vGlut3 nor the OHC marker Prestin was expressed in the Tdtomato+ cells that were IBCs/IPhs (arrows in Fig. 6B–B’’’). By contrast, Tdtomato+ cells expressing vGlut3, but not Prestin, were observed in the cochleae of Plp1-TAT mice at P42 (arrows in Fig. 6C–C’’’). Because these Tdtomato+/vGlut3+ cells were derived from IBCs/IPhs, they were defined as new IHCs (or conservatively named as IHC-like cells) and the new IHCs were found to be primarily adjacent to the endogenous IHCs that were vGlut3+/Tdtomato–. Among the 563 new IHCs identified in the middle and apical turns, 561 (99.6%) were located at the HC layer and likely to lose contact with the basement membrane (Supplementary Fig. S7A–A’’’ and Supplementary Video S1); by contrast, only 2/563 cells (0.4%) appeared to maintain contact with the basement membrane (Supplementary Fig. S7B–B’’’). Below and adjacent to these new IHCs were Tdtomato+ cells expressing neither vGlut3 nor Prestin (arrows in Fig. 6D–D’’’), which we defined as IBCs/IPhs that failed to become IHCs and were primarily located in the SC layer.

**Figure 6.**
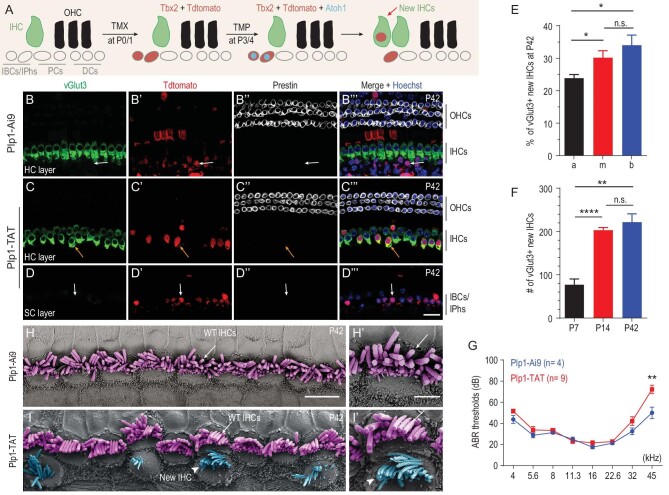
Transient Atoh1 and permanent Tbx2 expression convert neonatal IBCs/IPhs into vGlut3+ new IHCs. (A) Simple cartoon illustrating key cellular events in reprogramming process. (B)–(D’’’) Triple labeling for IHC marker vGlut3, Tdtomato and OHC marker Prestin in control Plp1-Ai9 (B)–(B’’’) and experimental Plp1-TAT (C)–(D’’’) mice at P42. Images show visualization at HC layer (B)–(C’’’) or SC layer (D)–(D’’’). Arrows in (B)–(B’’’): one Tdtomato+ IBC/IPh that expresses neither vGlut3 nor Prestin. Arrows in (C)–(C’’’): one new IHC that is Tdtomato+/vGlut3+/Prestin–. Arrows in (D)–(D’’’): one Tdtomato+ IBC/IPh that fails to undergo cell-fate change and expresses neither vGlut3 nor Prestin. (E) Percentage of vGlut3+ new IHCs in three cochlear turns, basal (b), middle (m) and apical (a), of Plp1-TAT mice at P42. Data are presented as means ± SEM (*n* = 5). Percentage of new IHCs in apical turn is lower than in middle and basal turns (*P < 0.05). (F) Total numbers of vGlut3+ new IHCs in entire cochleae of Plp1-TAT mice at P7 (*n* = 3), P14 (*n* = 5) and P42 (*n* = 5). Data are presented as means ± SEM. **P < 0.01; ****P < 0.0001. (G) ABR measurements between Plp1-Ai9 (blue line) and Plp1-TAT (red line) mice at P42. No significant difference except at 45 kHz (**P < 0.01). (H)–(I’) SEM analysis of cochlear samples from control Plp1-Ai9 mice (H)–(H’) and experimental Plp1-TAT mice (I)–(I’). White arrows in (H)–(H’) and (I)–(I’): same endogenous IHCs; white arrowheads in (I)–(I’): same new IHCs. Scale bars: 2 μm (H’); 5 μm (H); 20 μm (D’’’).

Next, we quantified the Tdtomato+/vGlut3+ new IHCs localized close to endogenous IHCs. Per 200-μm of cochlear duct (*n* = 5), 8.0 ± 0.8, 9.3 ± 0.7 and 5.2 ± 0.8 new IHCs were present in basal, middle and apical turns, respectively. Furthermore, we calculated the cell-fate conversion rate by normalizing the number of new IHCs to the total number of Tdtomato+ cells that were close to the endogenous IHCs within the same region: 34.0% ± 3.1%, 30.2% ± 2.2% and 23.9% ± 1.1% of the Tdtomato+ IBCs/IPhs were respectively converted into vGlut3+ new IHCs in the basal, middle and apical turns (Fig. 6E). However, the average cell-fate conversion rate differed by <1.5-fold among the three turns and thus, to simplify the subsequent analysis, we grouped the three turns together. Our results revealed 221.8 ± 19.1 new IHCs in the entire cochleae of Plp1-TAT mice at P42 (Fig. 6F), with an average cell-fate conversion rate of 29.5% ± 1.2%; the remaining ∼70.5% of the cells were IBCs/IPhs that failed to become new IHCs. Notably, the vGlut3+ new IHCs appeared at P7, but their numbers at P7 were significantly lower than at P14 and P42 (Fig. 6F). All the vGlut3+ new IHCs also expressed another IHC marker, Otoferlin, in Plp1-TAT mice, but not in Plp1-Ai9 mice, at P42 (Supplementary Fig. S8A–B’’’). Furthermore, when Myo7a was used as a marker to define new HCs in general, 239.3 ± 17.2 Tdtomato+/Myo7a+ new HCs were detected in the entire cochleae of Plp1-TAT mice at P42, but these cells were not present in Plp1-Ai9 mice (arrows in Supplementary Fig. S8C–D’’). Given the similar numbers (Supplementary Fig. S8E) and percentages (Supplementary Fig. S8F) of vGlut3+ new IHCs and Myo7a+ new HCs, we deduced that most, if not all, of the Myo7a+ new HCs adopted the IHC fate.

Lastly, auditory brainstem response (ABR) assay showed that hearing thresholds did not differ significantly between Plp1-Ai9 and Plp1-TAT mice at P42, except at 45 kHz (Fig. 6G). This result suggested that, except at high frequency (45 kHz), the additional IHCs did not affect the function of endogenous IHCs and this agreed with the finding in *Huwe1* mutant mice, which also harbor extra IHCs but display normal hearing ability [35]. Moreover, scanning electron microscopy (SEM) analysis at P42 revealed that, relative to control Plp1-Ai9 mice that contained a single row of endogenous IHCs (purple color in Fig. 6H and H’), Plp1-TAT mice harbored an additional but discontinuous row of IHCs (blue color) whose stereocilia showed a ‘bird-wing’ pattern (Fig. 6I and I’); 12.1 ± 1.2 (*n* = 3) extra IHCs with stereocilia were counted per 200 μm and 68.1% ± 4.8% of these cells featured relatively well organized stereocilia (white arrowheads in Fig. 6I). The numbers were higher than those determined through immunostaining analysis because we used SEM to scan areas with larger numbers of new IHCs. Nonetheless, compared to the endogenous IHCs, the stereocilia in these new IHCs were immature, variable in numbers and of a poorer quality. Considering these results collectively, we conclude that transient Atoh1 and permanent Tbx2 expression reprogrammed neonatal IBCs/IPhs into new IHCs that expressed the early pan-HC marker Myo7a, and the IHC-specific markers vGlut3 and Otoferlin, and possessed IHC-like stereocilia.

## DISCUSSION

The proliferation of undifferentiated cochlear sensory progenitors continues until E14.5 and is followed by a differentiation wave that moves in a basal-to-apical gradient [36,37]. Atoh1 is essential for specifying the general HC fate, because both IHCs and OHCs are lost in *Atoh1*^–/^^–^ mice [4] and Insm1 and Ikzf2 have recently been reported to be critical for OHC development [16,17]. However, the gene specifically necessary for IHC development has remained unknown. Our study has revealed that Tbx2 plays an essential role in maintaining the cell fate of differentiating and mature IHCs by preventing these cells from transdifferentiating into OHCs. Approximately 56.3% of OHC genes, including *Slc26a5* and *Ikzf2*, are upregulated and 26.7% of IHC genes, including *Slc17a8* and *Otof*, are downregulated in the *Tbx2^–/–^* IHCs that we defined here as iOHCs at P14. We also confirmed that Ikzf2 protein is highly expressed in these iOHCs (Fig. 3), further indicating that ectopic Ikzf2 expression by itself may be sufficient to transdifferentiate IHCs to OHCs [16,19]. Thus, we speculate that Tbx2 stabilizes the IHC fate partially by repressing *Ikzf2* expression. However, we cannot exclude the possibility that this is a secondary effect following cell-fate changes. Whether Tbx2 directly binds to *Ikzf2 cis*-regulatory elements warrants future investigation by using *in vivo* Tbx2 CUT&RUN assays in cochlear tissues.

The non-sensory SCs including IBCs/IPhs that localize in the medial cochlear portion and close to IHCs are plastic and can replenish themselves after damage in neonatal cochleae [28,38]. Determining how functional IHCs can be regenerated from these cochlear non-sensory SCs is a long-term goal in the inner-ear biology field. New IHCs that were previously derived from neonatal IBCs/IPhs through Atoh1 ectopic expression alone express the nascent HC marker Myo6 or Myo7a, but fail to turn on the expression of the late IHC marker vGlut3 [26]. We propose two possible interpretations: (i) Atoh1 is transiently expressed in WT IHCs but is persistently induced in the immature new IHCs [26]; and (ii) other key genes are required to further drive the differentiation of the new IHCs. In this study, we designed a new genetic model that enables transient Atoh1 and persistent Tbx2 expression to be effectively induced in neonatal IBCs/IPhs. Excitingly, we found that the differentiation status of the new IHCs is considerably more advanced than what was previously reported [26]. Furthermore, the reprogramming efficiency achieved using Atoh1 and Tbx2 was 29.5%, which is higher than the 17.8% measured with Atoh1 alone [26]. Thus, we propose that synergistic interactions exist between Atoh1 and Tbx2 during the cell-fate conversion process, much the same as between Atoh1 and Ikzf2 described in our OHC regeneration study [19] or between Atoh1 and Pou4f3 during endogenous HC development [39]. However, it remains unclear why the neonatal IBCs/IPhs that express endogenous Tbx2 fail to become vGlut3+ new IHCs when ectopic Atoh1 is induced [26]. One possibility is that Tbx2 exerts a dose-dependent effect on cell-fate determination. Moreover, the precise roles played by Tbx2 in the medial non-sensory SCs including IBCs/IPhs remain unknown.

While we were in the process of submitting this manuscript, a similar *Tbx2* conditional loss-of-function study in IHCs was reported in which *Tbx2* was deleted in either embryonic or neonatal differentiating IHCs [40]. Our present data confirm that Tbx2 is required for preventing differentiating IHCs from transdifferentiation into OHCs. Moreover, we extended *Tbx2* ablation in IHCs to P60/P61 and showed that Tbx2 also plays an essential role in stabilizing or maintaining the cell fate of fully mature IHCs. Notably, we also extended the characterization of iOHCs by performing single-cell transcriptomic analysis (Fig. 3), which enabled us to obtain a global gene-expression profile of the iOHCs. Because only 26.7% of the IHC genes were significantly decreased in iOHCs, our data raise the possibility that iOHCs and endogenous OHCs are not as similar as previously suggested, based on immunostaining with a couple of known IHC and OHC markers [40]. Nonetheless, both studies clearly support the notion that iOHCs resemble endogenous OHCs in several aspects. 

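The 283 IHC genes that were not lower in the P14_iOHCs differ in how far they moved. Of the 382 tested IHC genes, 283 (74.1%) had a negative log2 fold change, and the median over the tested genes was -1.02. An adjusted p under 0.05 with a negative log2 fold change was reached by 142 of them, of which 36 stayed within the fold threshold (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For 219 of the tested IHC genes the adjusted p was 0.05 or more, and 152 had an absolute log2 fold change under 1. The median log2 fold change of the tested OHC genes was 2.86, also with genes at the limit of detection set to their bound, and 137 of the 142 had a positive one. Among the 190 IHC genes with a mean of at least 50 CPM in P14_WT IHCs, 41.1% were lower, against 14.1% of the other 199. Of the 20 IHC genes that were higher in the P14_iOHCs, 7 are processed pseudogenes, and *Gjb6*, one of the others, is also among the supporting-cell markers. Over the alternatives that used cells of both sets of totals, the share of IHC genes that were lower ranged from 24.2% with edgeR's filterByExpr to 50.1% with limma on log2(CPM + 0.1). From the smaller share of IHC genes that decreased, the paper proposes that iOHCs and endogenous OHCs may be less alike than earlier immunostaining with a few markers had led others to think.

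**Figure D3:**
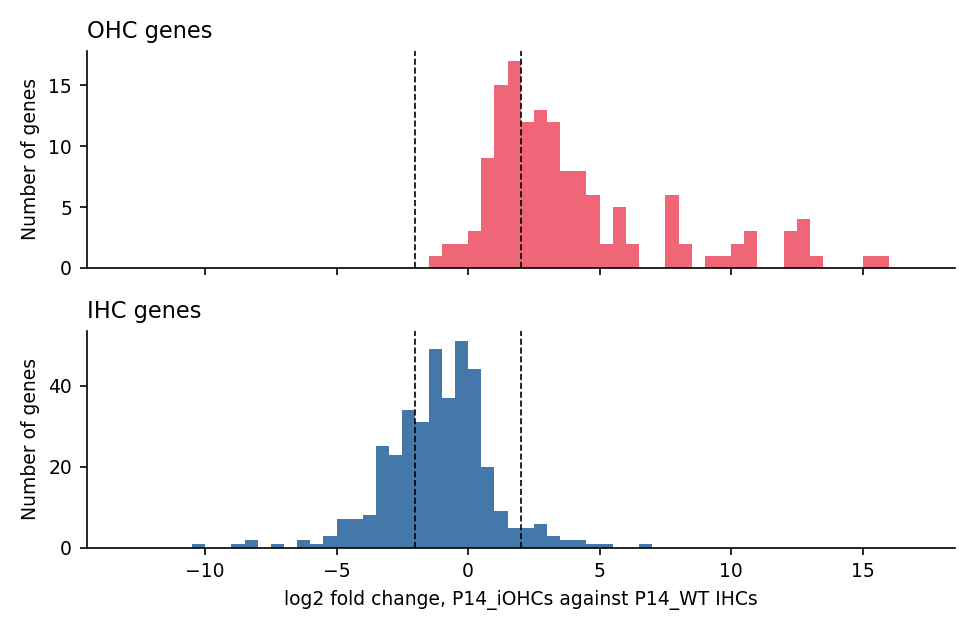
Number of tested OHC genes (142) and IHC genes (382) by log2 fold change in P14_iOHCs against P14_WT IHCs, with dashed lines at the fold thresholds of -2 and 2. Fold changes of genes with almost no counts in 1 group are fitted values and depend on the prior count. The IHC genes centre on a median of -1.02 and the OHC genes on 2.86.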

Lastly, our study showed that transient Atoh1 and permanent Tbx2 expression can convert neonatal IBCs/IPhs into vGlut3+ IHCs. Importantly, besides targeting cochlear IBCs/IPhs, Plp1-CreER+ also targets vestibular SCs and inner-ear glial cells [23,41]. Thus, a better option would be the future development of a new Cre or CreER mouse strain specific to IBCs/IPhs. The effect of damaging the endogenous IHCs on the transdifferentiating IBCs/IPhs into IHCs also warrants future investigation. In summary, the key findings in both studies will facilitate future treatment of IHC degeneration-associated hearing loss in the clinic.

## MATERIALS AND METHODS

### Mouse models

The mouse strains Plp1-CreER+ (Stock# 005 975) and *Rosa26*-LSL-Tdtomato/+ (Ai9; Stock# 007 909) were from The Jackson Laboratory. *Slc17a8^iCreER/+^*, which is also known as *vGlut3-P2A-iCreER/+*, was reported and described in detail in our previous study [18]. *Tbx2*-HA/+, *Tbx2^+/–^, Tbx2^flox/+^, Ikzf2^V5/+^* and *Rosa26*-LSL-TAT/+ mouse strains were generated by CRISPR/Cas9-mediated homologous recombination in one-cell-stage mouse zygotes. The PCR primers used for genotyping each strain and their amplicon sizes are described in Supplementary Table S3. All mice were raised in SPF-level animal rooms and animal procedures were performed according to the guidelines (NA-032-2019) of the IACUC of the Institute of Neuroscience (ION), CAS Center for Excellence in Brain Science and Intelligence Technology, Chinese Academy of Sciences.

### Sample processing, immunofluorescence assays and quantification

The dissected cochlear ducts were divided into three pieces: basal, middle and apical turns. The detailed immunostaining protocols have been described previously [42]. The iOHC percentage was calculated by normalizing the numbers of all iOHCs to the total number of IHCs. The 16-kHz frequency region was selected to quantify the numbers of Ctbp2+ puncta. The percentages of vGlut3+ new IHCs or Myo7a+ nascent HCs were calculated by normalizing the numbers of vGlut3+/Tdtomato+ or Myo7a+/Tdtomato+ cells to the total Tdtomato+ cells (but only those close to IHCs). Statistical analyses were performed using one-way ANOVA and Student’s *t*-test with Bonferroni corrections.

### ABR measurement, SEM preparation and analysis

ABR measurements were performed at 4, 5.6, 8, 11.3, 16, 22.6, 32 and 45 kHz on P42 mice, following our previously published protocol [18]. Student's *t*-tests were used to determine the statistical significance of differences in hearing thresholds at the same frequency among distinct mice (Figs 2I and 6G). For SEM, we used the protocol described in detail in our previous study [19].

### Preparation of cell suspensions, smart-seq single-cell RNA-seq and bioinformatics analysis

Cochlear samples were dissected out from Slc17a8-Ai9 mice at P14 or P30 and from Slc17a8-Tbx2cko-Ai9 mice at P14. The dissociated Tdtomato+ cells were manually picked. The picked endogenous IHCs and iOHCs were immediately subject to reverse-transcription and cDNA amplification by using a Smart-Seq HT kit (Cat# 634 437, Takara). The final libraries were subject to paired-end sequencing, which yielded ∼4 G of raw data per library. The FASTQ files of the smart-seq data were aligned to the mouse genome (GRCm38 mm10) by using Hisat2 alignment package (v2.1.0) [43]. Raw count matrices were generated using HTseq (v0.10.0) [44] and the TPM values were calculated using StringTie (v1.3.5) [45]. Trajectory analysis was performed in Monocle (v2.14.0) [46]. All the raw data of our single-cell RNA-seq analyses have been deposited in the GEO (Gene Expression Omnibus) under accession number: GSE199369.

## Supplementary Material

nwac156_Supplemental_Files Click here for additional data file.

# Supplementary material for: Development and transdifferentiation into inner hair cells require Tbx2
**Source:** Natl Sci Rev. 2022 Aug 9;9(12):nwac156. doi: 10.1093/nsr/nwac156
**Supplement:** nwac156_Supplemental_Files

Supplemental Figure 5

A *Ikzf2* allele

B Target vector

C Target allele

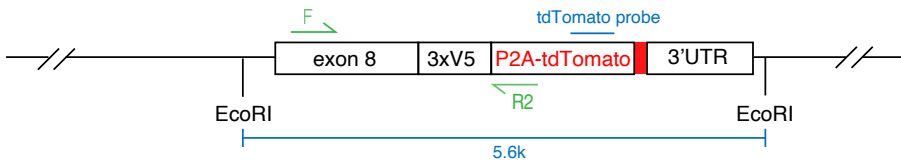

D

tdTomato probe

5.6k bp →

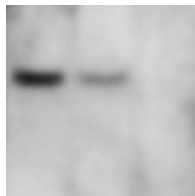

KI/KI

KI/WT

WT/WT

E

Tail PCR

563 bp →  
462 bp →

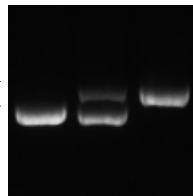

KI/KI

KI/WT

WT/WT

# Supplementary material for: Development and transdifferentiation into inner hair cells require Tbx2
**Source:** Natl Sci Rev. 2022 Aug 9;9(12):nwac156. doi: 10.1093/nsr/nwac156
**Supplement:** nwac156_Supplemental_Files

Supplementary data for

**Development and transdifferentiation into inner hair cells require Tbx2**

Zhenghong Bi^1, 4^, Xiang Li^1, 4^, Minhui Ren^1, 2, 4^, Yunpeng Gu^1, 2^, Tong Zhu^1^, Shuting Li^1, 2^, Guangqin Wang^1, 2^, Suhong Sun^1, 2^, Yuwei Sun^1, 2^, Zhiyong Liu^1, 2, 3^ *

^4^ These authors contributed equally to this work.

**This PDF file includes:**

Supplemental Materials and Methods

Legends for Supplemental Figures 1 to 8

Legend for Supplemental Video 1

Supplemental References

**Supplemental Materials and Methods**

**Mouse models**

The mouse strains Plp1-CreER+ (Stock# 005975) and *Rosa26*-LSL-Tdtomato/+ (Ai9; Stock# 007909) were from The Jackson Laboratory. Slc17a8-P2A-iCreER/+, which is also known as *vGlut3-P2A-iCreER/+*, was reported and described in detail in our previous study (1). Both male and female mice were used. TMX (Cat# T5648, Sigma-Aldrich) was dissolved in corn oil (Cat# C8267, Sigma-Aldrich) and administrated at 3 mg/40 g body weight. TMP (Cat# T0667, Sigma-Aldrich) was dissolved in 1× phosphate-buffered saline (PBS) and administered at 300 μg/g body weight. All mice were bred and raised in SPF-level animal rooms, and animal procedures were performed according to the guidelines (NA-032-2019) of the IACUC of the Institute of Neuroscience (ION), CAS Center for Excellence in Brain Science and Intelligence Technology, Chinese Academy of Sciences.

**Generation of *Tbx2*-HA/+, *Tbx2^+/-^, Tbx2^flox/+^*, Ikzf2^V5/+^, and *Rosa26*-LSL-TAT/+ mouse strains**

The mouse strains described here were produced using the CRISPR/Cas9 approach. First, Tbx2-HA+ was constructed through CRISPR/Cas9-mediated homologous recombination in one-cell-stage mouse zygotes (Supplemental Figure 1); the sgRNA, close to the TGA stop codon, was 5ʹ-GACCCCCGACCTGCCACGCG -3ʹ. Second, Tbx2^+/-^ was generated by injecting two pre-tested efficient sgRNAs, sgRNA-1 and -2 (Supplemental Figure 2A), together with Cas9 mRNA; the two sgRNAs were 5ʹ- TGACCCGCCGTAAGGGCCTG-3ʹ and 5ʹ-AGGCTCCGAGGCGCCGACGT-3ʹ, respectively. Third, *Tbx2^flox/+^* was produced by co-injecting one-cell-stage mouse zygotes with two sgRNAs on the left and right sides of Tbx2 exon2, Cas9 mRNA, and the targeting vector (Supplemental Figure 2E); the two sgRNAs (Supplemental Figure 2D) were 5ʹ-ATGTCATGTCATTGTCGGGA-3ʹ and 5ʹ-AGGGGCCCCCACAGTCGAGT-3ʹ, respectively. Fourth, Ikzf2^V5/+^ was generated as illustrated in Supplemental Figure 5 by using the following sgRNA (close to the TAG stop codon): 5ʹ-AGGGGAGCACACATTCCACT-3ʹ. Lastly, *Rosa26*-LSL-TAT/+ was constructed similarly, as described in Supplemental Figure 6, by using the following sgRNA in the Rosa26 locus: 5ʹ-actccagtctttctagaaga-3ʹ.

In the case of all aforementioned mouse strains, once the Founder 0 (F0) mice were born, they were screened using tail-DNA PCR. The F0 mice with potentially correct gene targeting were selected and crossed with C57BL/6 WT mice to produce germ-line-stable F1 mice, which were subject to a second round of tail-DNA PCR screening. Moreover, Southern blotting was performed on all strains except *Tbx2^+/-^*. Only the F1 mice without any random insertion of the targeting vectors were selected for further breeding. The PCR primers used for genotyping each strain and their amplicon sizes are described in Supplemental Table 3.

**Sample processing and immunofluorescence assays**

Mice were anesthetized and then perfused with fresh ice-cold 1×PBS and 4% paraformaldehyde (PFA) in 1×PBS (pH 7.4), after which inner ear samples were carefully dissected out and further fixed in 4% PFA solution on rotator overnight at 4°C. On the next day, the samples were washed thrice with 1×PBS, decalcified in 120 mM EDTA (Cat# ST066, Beyotime) in 1×PBS at room temperature for either 24 h in the case of mice aged between P7 and P14 or 48 h for mice older than P14, and then washed thrice more with 1×PBS before proceeding to the whole-mount dissection described below. Inner ear samples from mice younger than P7 were dissected without EDTA treatment.

The dissected cochlear ducts were divided into three pieces, comprising the basal, middle, and apical turns. Each turn was immunostained in parallel. Briefly, cochlear samples were first incubated in blocking solution containing 1% Triton X-100 (X100-500ML, Sigma) and 5% bovine serum albumin (BSA; Cat# BP1605, Fisher Scientific) and then incubated overnight (on a rotator) at 4°C with primary antibodies dissolved in a solution containing 0.1% Triton X-100 and 5% BSA. On the second day, the samples were washed thrice with 1×PBS containing 0.1% Triton X-100 and then incubated with appropriate secondary antibodies (diluted in the 0.1% Triton X-100 and 5% BSA solution).

The following primary antibodies were used in this study: anti-HA (rat, 1:200; 11867423001, Roche), anti-V5 (mouse, 1:500; MCA1360, Bio-Rad), anti-Prestin (goat, 1:1000; sc-22692, Santa Cruz), anti-vGlut3 (rabbit, 1:500; 135203, Synaptic Systems), anti-Otoferlin (mouse, 1:500; ab53233, Abcam), anti-Myo7a (rabbit, 1:500; 25-6790, Proteus Biosciences), anti-Ctbp2 (mouse, 1:200; 612044, BD Biosciences), anti-Sox2 (goat, 1:1000; sc-17320, Santa Cruz), anti-Myo6 (rabbit, 1:500; 25-6791, Proteus Biosciences), and anti-Slc7a14 (rabbit, 1:500; HPA045929, Sigma-Aldrich). Lastly, the samples were counterstained with Hoechst 33342 solution in PBST (1:1000; 62249, Thermo Scientific) to visualize nuclei, and were mounted using Prolong Gold antifade medium (P36930, Thermo Scientific). The detailed immunostaining protocols have been described previously (2). Nikon C2, TiE-A1 Plus, and NiE-A1 Plus (Nikon, Japan) confocal microscopes were used to capture images.

**Calculating percentages of iOHCs, ribbon synapses, and new IHCs**

The three pieces of the cochlear duct were first scanned under a 10× lens of the confocal microscope and the total length of the pieces was calculated by drawing a line between IHCs and OHCs by using ImageJ software. Next, each cochlea was divided into three portions of equal length and each region was assigned into the basal, middle, or apical turn. In the Tbx2 cko model, the numbers of total IHCs (or cell types derived from endogenous IHCs) were calculated by adding the iOHCs (Prestin^High^/vGlut3^Low^, Prestin^High^/Otoferlin^Low^, or Prestin^High^/Slc7a14^Low^) and the IHCs that failed to become iOHCs (Prestin^Low^/vGlut3^High^, Prestin^Low^/Otoferlin^High^, or Prestin^Low^/Slc7a14^High^). Entire cochlear turns were scanned under a 60× lens of the confocal microscope to quantify the percentages of iOHCs (Figures 2A-H, Supplemental Figure 3A-F, and Figure 4A-D) with minimal variation. The iOHC percentage was calculated by normalizing the numbers of all iOHCs to the total number of IHCs. To quantify the numbers of Ctbp2+ puncta, which represent ribbon synapses, we selected the 16 kHz frequency region based on the method mentioned previously (3) and performed z-stack scanning (with an 0.41 μm interval) on the cochlear samples (Supplemental Figure 3G-I).

For quantifying the numbers or percentages of vGlut3+/Tdtomato+ new IHCs (Figure 6C-F) or Myo7a+/Tdtomato+ nascent HCs (Supplemental Figure 8), three areas in each turn were scanned (60×) and the average number per mouse was obtained. The percentages of vGlut3+ new IHCs or Myo7a+ nascent HCs were calculated by normalizing the numbers of vGlut3+/Tdtomato+ or Myo7a+/Tdtomato+ cells to the total Tdtomato+ cells (but only those close to IHCs) that included new IHCs/HCs and the Tdtomato+ IBCs/IPhs that failed to become new IHCs or HCs. Notably, the total numbers of vGlut3+ new IHCs (Figure 6F) or Myo7a+ cells (Supplemental Figure 8E) in the entire cochlear duct were calculated by multiplying the numbers determined under the confocal microscope (60×) with ~5733.3 μm (total cochlear length)/~230.9 μm (length under 60× lens). Statistical analyses were performed using one-way ANOVA and Student’s *t* test with Bonferroni corrections.

**ABR measurement and SEM preparation and analysis**

ABR measurements were performed at 4, 5.6, 8, 11.3, 16, 22.6, 32, and 45 kHz on P42 mice, following our previously published protocol (1). Student’s *t* tests were used to determine the statistical significance of differences in hearing thresholds at the same frequency among distinct mice (Figures 2I and 6G). For SEM, we used the protocol described in detail in our previous study (4).

**Preparation of cell suspensions and smart-seq single-cell RNA-seq**

Cochlear samples were dissected out from Slc17a8-Ai9 mice at P14 or P30 and from Slc17a8-Tbx2cko-Ai9 mice at P14, and after removing neural regions to the extent possible, the cochlear sensory epithelium was incubated in a choline chloride solution containing 20 U/mL papain (Cat# LK003178, Worthington) and 100 U/mL DNase I (Cat# LK003172, Worthington) for 20 min at 37°C; following this incubation, the samples were digested with a protease (Cat# P5147, Sigma; 1 mg/mL) and dispase (Cat# LS02104, Worthington; 1 mg/mL) for 20 min at 25°C. The choline chloride solution contained 92 mM choline chloride, 2.5 mM KCl, 1.2 mM NaH_2_PO_4_, 30 mM NaHCO_3_, 20 mM HEPES, 25 mM glucose, 5 mM sodium ascorbate, 2 mM thiourea, 3 mM sodium pyruvate, 10 mM MgSO_4_.7H_2_O, 0.5 mM CaCl_2_.2H_2_O, and 12 mM N-acetyl-L-cysteine. The post-digested cochlear samples were next gently triturated using fire-polished glass Pasteur pipettes (13-678-20b, Fisher) with four distinct pore sizes; the pipette with the largest pore size was used first and that with the smallest pore size was used last.

Lastly, the dissociated Tdtomato+ cells were manually picked under a fluorescence dissection microscope (M205FA, Leica). Notably, in the Slc17a8-Tbx2cko-Ai9 model, we could distinguish the Tdtomato+ iOHCs (smaller size, picked) from the Tdtomato+ IHCs that did not undergo cell-fate change (larger size, not picked). The picked endogenous IHCs and iOHCs were immediately subject to reverse-transcription and cDNA amplification by using a Smart-Seq HT kit (Cat# 634437, Takara), and the post-amplified cDNA (1 ng) of each cell was processed for final library construction by using a TruePrep DNA Library Prep Kit V2 for Illumina (Cat# TD503-02, Vazyme) and a TruePrep Index Kit V2 for Illumina (Cat# TD202, Vazyme). The final libraries were subject to paired-end sequencing on the Illumina Novaseq platform, which yielded ~4 G of raw data per library.

**Bioinformatics analysis**

The FASTQ files of the smart-seq data were aligned to the mouse genome (GRCm38 mm10) by using Hisat2 alignment package (v2.1.0) (5). Raw count matrices were generated using HTseq (v0.10.0) (6), and the TPM values were calculated using StringTie (v1.3.5) (7). For integration analysis of 10× genomic and smart-seq data, normalization (NormalizeData), principal component analysis (RunPCA), dimensional reduction (RunUMAP), unsupervised clustering (FindNeighbors/FindClusters), and integration (FindIntegrationAnchors/IntegrateData) were performed using Seurat (v3.2.3) (8). The DEGs (p<0.05; absolute value of (log2 Fold-Change): >2) between P30_WT IHCs and P30_WT OHCs, as well as between P14_WT IHCs and P14_iOHCs, were determined using DESeq2 (v1.34.0) (9). Furthermore, the DEGs between P30_WT OHCs and P30_WT IHCs whose averaged TPM value was >16 were defined as OHC and IHC genes.

In the case of the 10× genomic single-cell data from the previous study (10), cells showing above-zero expression of *Insm1*, *Myo6*, and *Atoh1* were identified as E16_WT OHCs. Moreover, P1_WT OHCs were defined as cells with above-zero expression of *Bcl11b*, *Myo6*, *Myo7a*, and *Atoh1*, and P7_WT OHCs as cells with above-zero expression of *Slc26a5*, *Myo6*, *Ocm*, and *Ikzf2*. Similarly, E16_WT IHCs and P7_WT IHCs were defined as cells with above-zero expression of *Myo6* and *Fgf8*, and cells with above-zero expression of *Myo7a*, *Myo6*, and *Fgf8* were classified as P1_WT IHCs.

Trajectory analysis was performed in Monocle (v2.14.0) (11). The pre-processed matrix in the Seurat object (above) was used. The top 2000 most-variable genes assessed from the Seurat object (“FindVariableFeatures”) were used as input to simulate the pseudotime trajectory. Cells were fitted onto the backbone of the trajectory graph by using the “orderCells” function in Monocle. All the raw data of our single-cell RNA-seq analyses have been deposited in the GEO (Gene Expression Omnibus) under accession number GEO: GSE199369.

**Supplemental Figure Legends**

**Supplemental Figure 1.** **Tbx2 expression is turned on in early otocyst cells but is gradually depressed in cochlear lateral progenitors. (A-C)** Detailed illustration of design of Tbx2*3×HA-P2A-iCreER-T2A-EGFP/+ (*Tbx2*-HA/+). Immediately before the stop codon in *Tbx2* WT allele (A), the fragment containing 3×HA-P2A-iCreER-T2A-EGFP (B) is inserted, generating the final targeted *Tbx2* allele (C). **(D-E)** Southern blotting results obtained using both 3ʹ-probe (D) and internal iCre probe (E) confirm absence of random insertion of donor DNA (B). **(F)** Representative image of tail-DNA PCR used to distinguish knockin (KI) and WT alleles. **(G-G’’)** Dual staining of HA (Tbx2) and Sox2 in *Tbx2*-HA/+ embryos at E9.5. Tbx2 is highly expressed in otic vesicle (OV) cells. **(H-I’’)** Double staining of Myo6 and HA (Tbx2) in basal (H-H’’) and apical (I-I’’) turns of *Tbx2*-HA/+ cochlear samples at E15.5. Tbx2 expression is maintained in apical lateral progenitors (LPs) but is undetectable in basal LPs. IHC: inner hair cell; GER: greater epithelial ridge cells; LER: lesser epithelial ridge cells; LPs: lateral progenitors; MPs: medial progenitors; ov: otic vesicle; hb: hindbrain. Scale bar: 200 μm (G’’); 20 μm (H’’).

**Supplemental Figure 2. Generation of germ-line *Tbx2^+/-^* and conditional *Tbx2 ^flox/+^* strains. (A-C)** *Tbx2* exons and introns between sgRNA-1 and -2 (arrows in A) are deleted, as confirmed by Sanger sequencing (B). WT and Tbx2-null alleles yield tail-DNA PCR bands of 401 and 728 bp, respectively (C). **(D-F)** *Tbx2* WT allele (D) is recombined with the targeting vector in which exon 2 is flanked by two loxp sequences (E), producing the post-targeted floxed *Tbx2* allele (F). **(G-H)** Southern blotting results obtained using both internal probe (G) and 3ʹ-probe (H) show absence of random insertion of targeting vector. **(I)** Representative image of tail-DNA PCR used to identify WT and floxed *Tbx2* alleles.

**Supplemental Figure 3. Expression of** **IHC markers Otoferlin and Slc7a14 and number of ribbon synapses are decreased at P42 in Tbx2 absence. (A-D’’)** Double staining of IHC marker Otoferlin (A-B’’) or Slc7a14 (C-D’’) and Prestin in WT (A-A’’ and C-C’’) and Tbx2 cko (B-B’’ and D-D’’) cochlear samples. Yellow arrows: one Prestin^High^/Otoferlin^Low^ (B-B’’) and one Prestin^High^/Slc7a14^Low^ (D-D’’) iOHC; white asterisks: IHCs that fail to undergo cell-fate conversion and maintain expression of Otoferlin (B-B’’) and Slc7a14 (D-D’’), which are respectively included into Otoferlin^High^/Prestin^Low^ and Slc7a14^High^/Prestin^Low^ populations. **(E-F)** Quantification of Prestin^High^/vGlut3^Low^, Prestin^High^/Otoferlin^Low^, and Prestin^High^/Slc7a14^Low^ (E) cells and vGlut3^High^/Prestin^Low^, Otoferlin^High^/Prestin^Low^, and Slc7a14^High^/Prestin^Low^ (F) cells. No significant difference is detected. **(G-H’’)** Double staining of Slc7a14 and ribbon synapse marker Ctbp2 in WT (G-G’’) and Tbx2 cko (H-H’’) cochlear samples. White dotted circles: one endogenous IHC in WT cochlea (G-G’’) and one IHC that does not undergo cell-fate change and maintains Slc7a14 expression (H-H’’). Yellow dotted circles: one iOHC. **(I)** Quantification of synapse number per WT-IHC, iOHC, or WT-OHC, based on number of Ctbp2+ puncta. Data are presented as means ± SEM. ** p<0.01; **** p<0.0001. Synapse numbers in iOHCs are lower than in WT-IHCs but higher than in WT-OHCs. Scale bar: 20 μm (H’’).

**Supplemental Figure 4. Molecular features of P14_iOHCs. (A)** Volcano plot of all differentially expressed genes between P14_WT IHCs and P14_iOHCs. Volcano plot is generated based on gene-expression fold-change and p value of statistical difference between P14_WT IHCs and P14_iOHCs; however, absolute expression level of each gene is not considered. Red arrow: *Ikzf2*, a gene that is also highlighted in Figure 3C, where gene-expression level is considered. **(B-C)** Trajectory analysis of mixed cell populations including 8 cell types: E16_WT IHCs, E16_WT OHCs, P1_WT IHCs, P1_WT OHCs, P7_WT IHCs, P7_WT OHCs, P30_WT OHCs, and P14_iOHCs; these are plotted separately in (B) and together in (C). The combined plot in (C) is enlarged relative to each panel in (B) to improve visualization of the distribution of each cell type. Arrows in (C): calculated developmental direction.

**Supplemental Figure 5. Generation of *Ikzf2**3×V5-P2A-Tdtomato/+ (*Ikzf2*^V5/+^) mouse strain. (A-C)** Immediately before the TAG stop codon in WT *Ikzf2* allele (A), the fragment containing 3×V5-P2A-Tdtomato (B) is inserted, generating the post-targeted allele (C). **(D)** Southern blotting with internal Tdtomato probe yields a single 5.6k bp band, confirming absence of random insertion of targeting vector (B). **(E)** Representative image of tail-DNA PCR used to distinguish WT and KI alleles.

**Supplemental Figure 6. Construction of new *Rosa26-*LSL-TAT/+ strain. (A-C)** In WT *Rosa26* allele (A), we inserted a long polycistronic DNA element (B) containing Tbx2 fused with three V5 fragments at its C-terminus, Atoh1 fused with one DHFR element at its N-terminus and three HA fragments and another DHFR element at its C-terminus, and Tdtomato; the post-targeted allele is shown in (C). **(D-E)** Southern blotting results obtained with internal (D) and external 3ʹ (E) probes confirm absence of random insertion of targeting vector (B) in *Rosa26-*LSL-TAT/+ mouse genome. **(F)** Tail-DNA PCR readily distinguishes WT (469 bp) and KI (412 bp) alleles. **(G-H)** Schematic depiction of Atoh1-DHFR cassette stability relying on presence of TMP.

**Supplemental Figure 7. Majority of new IHCs are located in HC layer and appear to lose contact with basement membrane.** Triple labeling for vGlut3 (A and B), Prestin (A’ and B’), and Tdtomato (A’’ and B’’) in cochlear tissues of Plp1-TAT mice at P42. For each channel and the merged channel with Hoechst staining (A’’’ and B’’’), confocal scans in XY, YZ, and XZ axes are shown, as illustrated in (A’’’ and B’’’). Most of the new IHCs (99.6%) that express Tdtomato and vGlut3, but not Prestin, translocate to HC layer and are likely to lose contact with basement membrane. Yellow arrows in (A’’’): one such new IHC; white arrows in (B’’’): one new IHC that shows long basal protrusion and appears to maintain contact with basement membrane, and this type of new IHC represents the minority (only 0.4%). Scale bar: 20 μm (A’’’ and B’’’).

**Supplemental Figure 8. New IHCs also express another IHC marker Otoferlin, and pan-HC marker Myo7a. (A-B’’’)** Triple labeling for vGlut3, Tdtomato, and Otoferlin in cochleae of control Plp1-Ai9 (A-A’’’) and Plp1-TAT (B-B’’’) mice at P42; both were treated with TMX at P0 and P1 and TMP at P3 and P4. Arrows in (A-A’’’) and (B-B’’’): one IBC/IPh that is Tdtomato+/vGlut3-/Otoferlin- and one new IHC that is Tdtomato+/vGlut3+/Otoferlin+, respectively. **(C-D’’)** Double labeling for Myo7a and Tdtomato in cochleae of Plp1-Ai9 (C-C’’) and Plp1-TAT (D-D’’) mice. Arrows in (C-C”) and (D-D’’): one IBC/IPh that is Tdtomato+/Myo7a- and one new IHC that is Tdtomato+/Myo7a+, respectively. **(E-F)** Quantification of new IHC numbers (E) and percentages (F) among all Tdtomato+ cells, using either Myo7a or vGlut3 as a marker, at P42. Scale bar: 20 μm (B’’’ and D’’).

**Supplemental Video 1 Legend**

Confocal data presented in Supplemental Figure 7 were processed using Imaris software. Red, green, white and blue: Tdtomato, vGlut3, Prestin expression patterns and Hoechst staining, respectively. Yellow: vGlut3+/Tdtomato+/Prestin- cells, which are new IHCs located close to the endogenous IHCs (vGlut3+/Tdtomato-/Prestin-). Whereas new IHCs are translocated to HC layer and should lose contact with basement membrane, Tdtomato+ SCs that do not express vGlut3 are retained at SC layer.

**Supplemental References**

1. Li, C., Shu, Y., Wang, G., Zhang, H., Lu, Y., Li, X., Li, G., Song, L. and Liu, Z. (2018) Characterizing a novel vGlut3-P2A-iCreER knockin mouse strain in cochlea. *Hear Res*, **364**, 12-24.

2. Liu, Z., Owen, T., Zhang, L. and Zuo, J. (2010) Dynamic expression pattern of Sonic hedgehog in developing cochlear spiral ganglion neurons. *Dev Dyn*, **239**, 1674-1683.

3. Muller, M., von Hunerbein, K., Hoidis, S. and Smolders, J.W. (2005) A physiological place-frequency map of the cochlea in the CBA/J mouse. *Hear Res*, **202**, 63-73.

4. Sun, S., Li, S., Luo, Z., Ren, M., He, S., Wang, G. and Liu, Z. (2021) Dual expression of Atoh1 and Ikzf2 promotes transformation of adult cochlear supporting cells into outer hair cells. *Elife*, **10**.

5. Kim, D., Langmead, B. and Salzberg, S.L. (2015) HISAT: a fast spliced aligner with low memory requirements. *Nat Methods*, **12**, 357-360.

6. Anders, S., Pyl, P.T. and Huber, W. (2015) HTSeq--a Python framework to work with high-throughput sequencing data. *Bioinformatics*, **31**, 166-169.

7. Pertea, M., Pertea, G.M., Antonescu, C.M., Chang, T.C., Mendell, J.T. and Salzberg, S.L. (2015) StringTie enables improved reconstruction of a transcriptome from RNA-seq reads. *Nat Biotechnol*, **33**, 290-295.

8. Stuart, T., Butler, A., Hoffman, P., Hafemeister, C., Papalexi, E., Mauck, W.M., 3rd, Hao, Y., Stoeckius, M., Smibert, P. and Satija, R. (2019) Comprehensive Integration of Single-Cell Data. *Cell*, **177**, 1888-1902 e1821.

9. Love, M.I., Huber, W. and Anders, S. (2014) Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol*, **15**, 550.

10. Kolla, L., Kelly, M.C., Mann, Z.F., Anaya-Rocha, A., Ellis, K., Lemons, A., Palermo, A.T., So, K.S., Mays, J.C., Orvis, J. *et al.* (2020) Characterization of the development of the mouse cochlear epithelium at the single cell level. *Nat Commun*, **11**, 2389.

11. Trapnell, C., Cacchiarelli, D., Grimsby, J., Pokharel, P., Li, S., Morse, M., Lennon, N.J., Livak, K.J., Mikkelsen, T.S. and Rinn, J.L. (2014) The dynamics and regulators of cell fate decisions are revealed by pseudotemporal ordering of single cells. *Nat Biotechnol*, **32**, 381-386.

How the deposited data were processed for this re-analysis (not part of the article)

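Single hair cells were sequenced in 3 groups: 50 P30_WT IHCs, 55 P14_WT IHCs and 46 P14_iOHCs. The P14_iOHCs were picked by their reporter and their smaller size. Their mice carried a germ-line null allele of *Tbx2* and a floxed allele, whose deletion was induced after birth. The counts per gene do not show whether each of the P14_iOHCs also lost the floxed allele. Each library holds 1 manually picked cell. The replicates are therefore cells, and the number of mice behind each group is not given in the paper's text. The P30_WT OHCs of another study and the droplet data were not analysed here.

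The authors amplified the cDNA of each cell with a Smart-Seq HT kit, aligned the paired-end reads to GRCm38 with Hisat2 and counted reads per gene with HTSeq. The values deposited by the authors are these counts, whole numbers without normalization, for 55291 genes by symbol. The annotation release, the strandedness and the treatment of reads with several alignments are not given in the paper's text. The 151 cells were assigned to their groups by the labels of the deposited counts. No 2 libraries of a group were identical among 1485 pairs of P14_WT IHCs, 1035 pairs of P14_iOHCs and 1225 pairs of P30_WT IHCs.

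The total count over all 151 cells ranged from 4326416 to 25035444, with a median of 15557333. Totals fell in a lower set of 51 cells, up to 10267217, and an upper set of 100 cells, from 11814928, and both sets held cells of every group. The lower set is the cells labelled 1 to 16 in P14_WT IHCs and 1 to 23 in P30_WT IHCs. In P14_iOHCs the labels of both sets overlapped. The sets may therefore differ in more than depth. A count of 3 corresponded to 0.133 to 0.693 CPM in P14_WT IHCs and to 0.131 to 0.495 CPM in P14_iOHCs. Mitochondrial genes took 6.54 ± 3.24% (SD, n = 55 cells) of the counts in P14_WT IHCs, 6.24 ± 1.65% (SD, n = 46 cells) in P14_iOHCs and 9.35 ± 4.94% (SD, n = 50 cells) in P30_WT IHCs. Intervals for shares of cells are 95% Wilson intervals. Reads without molecular identifiers are not independent molecules, so these limits cover counting error only.

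CPM is the count divided by the cell's total over all genes, times 1000000. TPM was computed here from the deposited counts and the union exon lengths of GENCODE release M21, which gave a length for 53292 of the genes, and is not the TPM of the authors. Groups were compared with edgeR 4.0.16 (estimateDisp, robust glmQLFit and glmQLFTest, TMM normalization) in R 4.3.3, on genes with at least 5 counts in at least 10 of the cells fitted. Genes with a Benjamini-Hochberg adjusted p-value under 0.05 and an absolute log2 fold change over 2 were taken as changed. The P14_iOHCs were compared with the P14_WT IHCs, as in the paper, and the P30_WT IHCs with the same P14_WT IHCs, which the paper does not report. Enrichment of the paper's 389 IHC genes and 151 OHC genes was tested with two-sided Fisher's exact tests against the other tested genes. Correlations across cells used log2(CPM + 1), Pearson's r and Spearman's rho, each with a two-sided permutation p from 100000 resamples, for which 1e-05 is the smallest value they can give. Other steps used DESeq2 1.42.0, limma 3.58.1 and data.table 1.17.8, and Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, statsmodels 0.14.6 and matplotlib 3.10.9. Random steps used the seed 20220.

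The tests, the thresholds, most of the alternatives, the marker lists and the rule for naming genes were set before the data were examined. Named genes are those the paper names in its sequencing results or heat maps, the hair cell genes *Myo6* and *Myo7a*, the transcription factors *Atoh1* and *Insm1*, and 15 IHC genes listed by hand as transcription factors. The 5 genes with the largest absolute log2 fold change in each direction were added, among those past the threshold and detected in at least 80% of the cells of the higher group. *Atoh1* and *Insm1* did not pass the filter on counts. A few genes were singled out after their values were seen, and these are marked where they appear.

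Marker lists were written for supporting cells (18 genes), glia (7), neurons (8), fibroblasts or mesenchyme (7), blood (5), immune cells (7), the response to dissociation (25) and hair cells in general (12). The median log2 fold change of each list was compared with 10000 random lists of tested genes of similar expression. The score of the supporting-cell markers is the mean of log2(CPM + 1) over its 15 tested genes.

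The alternatives for the comparisons were DESeq2, DESeq2's size factors in the edgeR fit, library totals without TMM, no filter on counts, edgeR's filterByExpr, limma on log2(CPM + 1) and on log2(CPM + 0.1), and a Wilcoxon rank-sum test. They also were an unadjusted p, a fold threshold of 1, the share of detected genes or sex-linked expression as a covariate, and omission of cells over 3 median absolute deviations from their group's median. Others were counts thinned to at most 8002538 per P14 cell, all 3 groups in the fit, and the cell number in the labels as a replicate block. In the comparison of ages, the thinned totals were at most 7196152. The score of the supporting-cell markers as a covariate, the lower and the upper set of totals alone, and the set of totals as a covariate were chosen after seeing the data.

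The methods were tested on simulated data, in which 200 of 11171 genes were changed between the groups. All changed genes lay above a lower limit of expression and were simulated with fold changes past the fold threshold. Both groups were drawn with the spread between cells of the P14_WT IHCs. The shares called therefore do not measure the sensitivity for smaller changes or for the spread of the P14_iOHCs. At the same threshold edgeR called 175 of the changed genes (87.5%) and also 54 unchanged ones, and DESeq2 called 171 and 50. With DESeq2's size factors edgeR called 176 changed and 54 unchanged genes. The Wilcoxon rank-sum test called 110 changed genes and 1 unchanged gene. For limma the numbers were 107 and 0 on log2(CPM + 1), and 117 and 4 on log2(CPM + 0.1).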

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

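The tests of the spread in detected genes, of the processed pseudogenes, of depth in the comparison of ages and of the share of dissociation genes were chosen only after the result was seen. Those of supporting-cell RNA in the second paragraph were chosen after the mean levels of the markers had been seen, and before the values they measure.

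Markers of supporting cells, which the paper does not discuss in these data, were higher in P14_iOHCs than in P14_WT IHCs. Of 18 listed markers 15 were tested, 14 of them (93.3%) had a positive log2 fold change, 10 were past the threshold as higher and 1, *Tecta*, was past it as lower (log2 fold change -2.92). The median log2 fold change was 2.88, while 95% of 10000 random lists of similar expression gave medians between -0.40 and 0.57. *Gjb6* was at 607 CPM in P14_iOHCs against 87.6 CPM in P14_WT IHCs, *Epyc* at 412 against 10.2 CPM and *Gjb2* at 329 against 57.2 CPM. *Fbxo2*, the most abundant of these 4 and detected in all 55 P14_WT IHCs, had a log2 fold change of 0.04, under the median of 0.11 over all tested genes. It is the 1 marker of the list that at least 80% of P14_WT IHCs also expressed. The mean score of the markers was 3.67 ± 2.18 (SD, n = 46 cells) in P14_iOHCs and 1.70 ± 1.20 (SD, n = 55 cells) in P14_WT IHCs, a difference of 1.97 (two-sided permutation test, p = 1e-05, the smallest they can give). The score lay above that of every P14_WT IHC in 13 of the 46 P14_iOHCs.

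RNA from supporting cells in the P14_iOHC libraries is a candidate explanation for part of this pattern. It needs the genes higher in P14_iOHCs to follow the markers across P14_WT IHCs, where nothing was deleted. Only the 317 of the 871 higher genes that are not in the score and were detected in at least 10 P14_WT IHCs could be used here, 268 of 783 that are not OHC genes and 49 of 88 OHC genes. The median Spearman's rho of the 317 with the score, given the total count, was 0.0815, outside the range of -0.0255 to 0.0213 that held 95% of random lists, though small. For the 268 it was 0.104, and for the 49 OHC genes -0.0449, within the corresponding range of -0.0689 to 0.0411. Supporting-cell RNA is argued against as the source of the rise in OHC genes, since 86 of the 88 OHC genes stayed past the threshold with the score as a covariate. Expression of these markers by the iOHCs themselves, for instance after the loss of *Tbx2*, would give most of the same values and stays open as untested.

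The number of detected genes varied more between P14_iOHCs than between P14_WT IHCs. Counts were thinned to at most 8002538 per cell, and cells with smaller totals kept theirs. The SD was then 1717 genes against 531 genes, a ratio of 3.24, so that depth above this limit is not enough to give the spread. The number of detected genes after thinning rose with the score across P14_iOHCs, with a Pearson's r of 0.785 (permutation p = 1e-05, the smallest they can give) and a Spearman's rho of 0.756 (p = 1e-05). Without the 2 cells farthest from the median of the score r was 0.746, and it was 0.859 in the 12 cells of the lower set of totals and 0.756 in the 34 cells of the upper set. Across P14_WT IHCs r was -0.0646 (permutation p = 0.636). These are among 13 relations that were computed, and the adjusted p of the first is 4.33e-05. The 13 include that of the total count with detected genes, which does not involve the score. The mean of the IHC genes also rose with the score across P14_iOHCs, with an r of 0.677 (adjusted p = 4.33e-05) and a rho of 0.724. The score also varied across P14_WT IHCs, from 0.799 to 5.26, without such a relation. Supporting-cell RNA in some of the P14_iOHC libraries therefore cannot be told apart from a state of some iOHCs with more expressed genes, because the relation holds in the P14_iOHCs alone.

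Other marker lists moved apart. The median log2 fold change was 3.10 over 4 tested glia markers, 2 of which are also supporting-cell markers, and 2.21 over 4 tested markers of fibroblasts or mesenchyme, above 99.76% and 98.9% of random lists. It was -1.27 over 4 tested neuron markers, 3 of which at least 80% of P14_WT IHCs expressed, and -0.01 over 4 tested blood markers. Of the immune markers only *C1qb* was tested, with a log2 fold change of -6.95. The 12 hair cell genes had a median of -0.05. The 21 tested dissociation genes had a median of 1.44, above the range of -0.30 to 0.33 that held 95% of random lists, and 5 were past the threshold as higher. No test of a source was made for these lists.

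Processed pseudogenes, which the paper does not discuss, were overrepresented among the genes higher in P14_iOHCs. Of 685 tested pseudogenes 81 (11.8%) were higher, against 6.08% of the other 12988 tested genes (odds ratio 2.07, two-sided Fisher's exact test, p = 5e-08). Among the lower genes 22 were pseudogenes (3.21%, against 3.32% of the others, p = 1.0). Such genes took 0.251 ± 0.0455% (SD, n = 55 cells) of the counts in P14_WT IHCs and 0.343 ± 0.0700% (SD, n = 46 cells) in P14_iOHCs. For the 81 pseudogenes a median of 71.7% of the P14_iOHCs lay within the range of the P14_WT IHCs, against 80.4% for the other 790 higher genes. A difference in alignment or counting between the libraries of the groups cannot be told apart from a difference in expression by this test, because genes of other types give a similar share. Of the 81, 23 (28.4%) were above the range of the P14_WT IHCs in 10% to 90% of the P30_WT IHCs, against 9.37% of the other 790 higher genes (odds ratio 3.84, two-sided Fisher's exact test, p = 4.86e-06). Both comparisons share the P14_WT IHCs, which can raise both shares. A strain or mouse variant against the reference may therefore contribute, but it cannot be told apart from a difference in expression for these pseudogenes, because the mouse of each cell is not known.

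*Gm8730*, on chromosome 8, reached 10 CPM in 41 of 46 P14_iOHCs, 18 of 50 P30_WT IHCs and 0 of 55 P14_WT IHCs. For *Rpsa-ps10*, on chromosome 3, the numbers were 21, 23 and 0, and for *Rpl34-ps1*, on chromosome 6, they were 28, 22 and 0. In the P30_WT IHCs these cells all belonged to the upper set of totals, with 18, 23 and 22 of its 27 cells. Among the P14_iOHCs, 18 reached 10 CPM for both *Gm8730* and *Rpsa-ps10*, 23 for *Gm8730* alone, 3 for *Rpsa-ps10* alone and 2 for neither. These 3 pseudogenes were examined in this way after their values were seen.

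Between P30_WT IHCs and P14_WT IHCs, a comparison the paper does not make, 12946 genes were tested, of which 110 were higher and 161 lower at P30. Of 100 splits of these cells, the real one included, 1 gave as many genes past the threshold, namely the real one, and the other splits gave a median of 23 and at most 44 genes. *Fgf8* was at 0.691 ± 3.71 CPM (SD, n = 50 cells) at P30 against 134 ± 115 CPM (SD, n = 55 cells) at P14 (log2 fold change -7.45, adjusted p = 1.14e-12 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Adam11* had a log2 fold change of -10.73, *Kcnj13* of -8.24, *Rprm* of -7.07 and *Efhd2* of -5.38, and *Ang4* had no count in any P30_WT IHC. *Sri* had a log2 fold change of -2.26. *Myo7a* rose by 1.03 and *Tbx2* changed by -0.40 (adjusted p = 0.233 from the same test). Of the IHC genes 18 were higher and 2 lower at P30, and 11 of the OHC genes were lower. The IHC and OHC genes were chosen by the authors partly on these P30_WT IHCs.

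Depth is argued against as the cause of the difference between the ages. With counts thinned to at most 7196152 per cell, 239 of the 271 genes past the threshold (88.2%) were also past it. A difference between the sets of totals that is alike at both ages is argued against as the cause for most of the genes. A fit with the set as covariate, chosen after seeing the data, kept 86 of 110 higher and 145 of 161 lower genes. Between the lower and the upper set, with the group in the fit, 260 genes were past the threshold, and 44 of the 271 (16.2%) were among them. A difference present in the upper set at P30 alone, as seen above for *Gm8730*, is not covered by these fits. In the lower set alone, with fewer cells, 6 of the higher and 27 of the lower genes were past the threshold. Processed pseudogenes made up 29 of the 110 higher genes, 4.62% of the 628 tested, against 0.658% of the other tested genes (odds ratio 7.31, two-sided Fisher's exact test, p = 3.12e-14), and 12 of the lower genes (p = 0.136). *Gm36684*, with a log2 fold change of 5.91, *Rpsa-ps10* (4.86), *Gm8730* (4.65), *Rpl34-ps1* (3.98) and *Trmt112-ps2* (3.73) had the largest fold changes among the higher genes named by the rule for naming genes. The share of counts in processed pseudogenes was 0.368 ± 0.0557% (SD, n = 50 cells) at P30. Age, which the design names, differences between the mice or litters, and a difference confined to the upper set at P30 stay open, as untested.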

How the results depend on the processing

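The tests with the score of the supporting-cell markers as a covariate, within the sets of totals and with the set as a covariate were chosen only after the result was seen. The lower set holds cells with totals up to 10267217 and the upper set those from 11814928.

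For 20 named genes in P14_iOHCs against P14_WT IHCs, 357 fits under alternatives gave 347 with the same direction and side of the threshold, 7 that were weaker, 3 that were stronger and 0 that reversed. The stronger ones were all *Tbx2*, with -3.03 for limma on log2(CPM + 1), -3.37 for limma on log2(CPM + 0.1) and -2.85 for the replicate block, and its adjusted p ranged from 9.83e-13 to 0.116 over all its alternatives. *Sri* fell under the fold threshold with 4 alternatives, at the lowest 1.99. In the lower set *Slc17a8* (log2 fold change -2.77, adjusted p = 0.0905, range over its alternatives 2.05e-21 to 0.0905), *Slc7a14* (-3.85) and *1700029N11Rik* (-5.68) were no longer past the threshold. This set holds 16 P14_WT IHCs and 12 P14_iOHCs. The other 15 of the 20 genes kept their side of the threshold wherever they were tested.

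The filter on counts changed the numbers of higher and of lower genes most among the alternatives that used all cells. The number of IHC genes that were lower moved most with limma on log2(CPM + 0.1), from 106 to 195. In P14_iOHCs, 4418 genes were higher and 3436 lower without a filter (28368 tested), and 241 higher and 181 lower with filterByExpr (8618 tested). At P30, 2609 were higher and 3185 lower without a filter (30708 tested), and 25 higher and 36 lower with filterByExpr (8124 tested). The number of genes tested differs by construction.

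With limma on log2(CPM + 1), 379 genes were higher in P14_iOHCs and 435 lower, so that 46.6% of the changed genes were higher against 65.8% with edgeR, and at P30 35 were higher and 204 lower (14.6% higher, against 40.6%). With limma on log2(CPM + 0.1), 903 were higher and 1063 lower in P14_iOHCs (45.9% higher), 195 IHC genes were lower, and at P30 102 were higher and 729 lower (12.3% higher). The cause was not tested. The median log2 fold change over all tested genes in P14_iOHCs was 0.11 with TMM, 0.12 with DESeq2's size factors, 0.08 with library totals and -0.12 with limma on log2(CPM + 0.1). At P30 it was 0.04 with TMM and -0.35 with limma on log2(CPM + 0.1).

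With the share of detected genes as a covariate, 732 genes were higher and 718 lower in P14_iOHCs, 50.5% higher, and 1155 of the 1324 changed genes (87.2%) were shared. With the score of the supporting-cell markers as a covariate, 577 were higher and 684 lower (45.8% higher), of which 497 and 350 were shared. With an unadjusted p, 316 genes were higher and 357 lower at P30, by construction. With all 3 groups in the fit, 313 were higher and 474 lower at P30. The cause was not tested for the covariates or for the fit of all groups.

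In the replicate block, which pairs cells by the number in their labels, 1244 genes were higher and 869 lower in P14_iOHCs, 172 IHC genes were lower, and at P30 107 were higher and 435 lower (19.7% higher). Of the 1324 changed genes, 1050 (79.3%) were shared with the block. The pairing has no trace in the data. The mean correlation of 46 pairs of P14 cells with the same number was -0.00124, that of 50 pairs across ages was 0.00499, and 0 pairs were over 0.1. The cause of the change in counts was not tested.

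In the lower set alone 71 genes were higher and 53 lower in P14_iOHCs (8542 tested), with 35 OHC genes higher and 14 IHC genes lower, and at P30 16 were higher and 39 lower. In the upper set alone 614 were higher and 301 lower in P14_iOHCs, with 84 OHC genes higher and 91 IHC genes lower, and at P30 67 were higher and 106 lower. Fewer cells and genes enter these fits by construction. Over the alternatives that used cells of both sets, the number of OHC genes that were higher ranged from 62 to 110.

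Other alternatives kept the 6 numbers of genes within 1.5 times those reported. They were DESeq2 (962 higher and 503 lower in P14_iOHCs, 1030 of 1324 shared), DESeq2's size factors, library totals, the Wilcoxon rank-sum test and a fold threshold of 1. They also were the omission of cells over 3 median absolute deviations (6 P14_WT IHCs, 3 P30_WT IHCs and 0 P14_iOHCs), thinned counts, sex-linked expression and the set of totals as covariates.

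For 14 named genes at P30, 232 of 248 alternatives gave the same direction and side, 14 were weaker and 2 reversed. The reversed ones were *Rpsa-ps10* (-0.0025) and *Rpl34-ps1* (-0.24) in the lower set, both with an adjusted p of 1.0, and over all their alternatives the adjusted p ranged from 2.68e-40 to 1.0 for *Rpsa-ps10* and from 2.52e-24 to 1.0 for *Rpl34-ps1*. The weaker ones were *Gm36684*, *Gm8730*, *Rpl34-ps1* and *Trmt112-ps2*, under limma, the Wilcoxon rank-sum test, the replicate block and, for the last, the upper set. The cause was not tested.

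Of 25 alternatives for the 5 correlations across P14_iOHCs, 21 were the same, 1 was stronger and 3 reversed. The mean of the OHC genes against that of the IHC genes had an r of -0.440 given total count and detected genes (adjusted p = 0.0191, range over its alternatives 0.0191 to 0.888), 0.0230 on log2(CPM + 0.1) and 0.102 in the lower set. *Tbx2* against *Slc17a8* had an r of -0.0966 in the upper set. None of the 3 reversed values had an adjusted p under 0.05, and the cause was not tested. The omission of cells over 3 median absolute deviations removes no P14_iOHC and gives no alternative for them. Of the 12 levels in P30_WT IHCs, 3 moved as TPM, which has another unit.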

Differences from the paper's values

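Apart from the fit of the upper set of totals, named for *Gm36684*, none of the tests in this part was chosen only after the result was seen.

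The log2 fold change of *Slc26a5* in P14_iOHCs was 12.97 (standard error 0.65) against the paper's 6.99 (its standard error 0.788). None of the alternatives set before the data were examined closed the gap, with values from 9.78 to 16.25. The value depends on 2 of 55 P14_WT IHCs with a count.

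The log2 fold change of *Bmp3* was 12.85 (standard error 0.68) against the paper's 14.25 (its standard error 0.632), and no alternative set before the data were examined closed the gap, with values from 5.18 to 12.91. The value rests on 1 of 55 P14_WT IHCs with a count, a count of 4, so its size depends on the settings of the fit. For *1700029N11Rik* it was -7.03 (standard error 0.94) against the paper's -8.27 (its standard error 0.694). The values with DESeq2 (-7.67), with the share of detected genes as a covariate (-8.63) and with sex-linked expression as a covariate (-8.18) fell within the error, and those of the other alternatives set before the data were examined did not. Only 1 of 46 P14_iOHCs had a count of it.

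The average TPM of *Slc17a8* in P30_WT IHCs was 651.3 ± 249 (SD, n = 50 cells) against the paper's 378.5, and that of *Otof* was 1087.5 ± 329 (SD, n = 50 cells) against the paper's 701.9. Without cells over 3 median absolute deviations the values were 625.2 and 1093.3, and the gaps stayed. The other 6 genes compared also lay above the paper's values, by less than the SD over cells: *Tbx2* at 123.5 against the paper's 68.84, *Slc7a14* at 129.5 against 79.87, *Egr1* at 382.5 against 207.6, *Fos* at 655.5 against 416.3 and *Ddit3* at 187.9 against 104.3, and *Nr1d1* at 148.3 was the closest to the paper's. The paper's table does not say over which cells its TPM was averaged.

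The paper presents *Tbx2* as the top transcription factor gene among those enriched in IHCs. By level in P30_WT IHCs alone it took rank 4 of 15 transcription factor genes by CPM and rank 5 by TPM. In the paper's own table of average TPM it takes rank 6 of the same 15 genes. The enrichment over OHCs was not analysed here.

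The paper lists 862 increased and 442 decreased genes, against 871 and 453 here, a difference in number that is small while the genes differ. Shared with the paper's lists were 590 of the higher and 340 of the lower genes. With DESeq2, the tool the paper names, 962 genes were higher and 503 lower, of which 822 and 427 were shared with the paper's lists. Of the paper's 1304 genes, 1041 passed the filter on counts, and 1038 of these had the same direction. Among the named genes, *Gm36684* is listed as decreased by the paper, while its log2 fold change here was 1.66 (adjusted p = 0.143 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). That sign rests on 1 P14_iOHC at 86.6 CPM. The gene was detected in 7 of 46 P14_iOHCs, with a median of 0 CPM, and in 48 of 55 P14_WT IHCs, with a median of 0.279 CPM. It was lower and past the threshold with DESeq2, with the replicate block, and in the upper set of totals alone, a setting chosen after seeing the values. *Atp2b2* (log2 fold change 2.03) and *Sri* (log2 fold change 2.02) were past the threshold as higher here and are not on the paper's list of increased genes.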

Other observations

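The share of dissociation genes among the changed genes and the test of supporting-cell RNA for the IHC genes were chosen only after the result was seen, and *C1qb* and *Ighm* were singled out after their values were seen. The relation of *Tbx2* with the score was chosen after the mean levels of the markers had been seen.

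Of 100 splits of the P14 cells into groups of the same sizes, the real one included, 1 gave as many genes past the threshold as the 1324 of P14_iOHCs against P14_WT IHCs, namely the real one. The other splits gave a median of 25 and at most 48 genes. Differences in depth are argued against, since 93.2% of the 1324 genes were past the threshold with thinned counts. Sex is argued against, since 95.5% were past it with sex-linked expression as a covariate. At a minimum of 5 CPM, *Xist* without the Y-linked genes was found in 23 P14_WT IHCs, 21 P14_iOHCs and 32 P30_WT IHCs. The Y-linked genes without *Xist* were found in 32, 20 and 15, neither in 0, 5 and 2, and both in 0, 0 and 1. Of the 402 changed genes tested in both sets of totals, 401 (99.75%) had the same direction in both, and 95 were past the threshold in both. Dissociation genes made up 5 of the 1324 genes (0.378%). Only 21 such genes were tested, so this share had to be small and does not test a response to dissociation. Of the 21, 5 were past the threshold as higher, and their median log2 fold change of 1.44 lay above the range of random lists. Differences between mice or litters were not tested, since the mouse of each cell is not known.

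Fewer of the IHC genes fell than of the OHC genes rose. A low starting level is argued against as the whole cause, since of the IHC genes with at least 50 CPM in P14_WT IHCs 41.1% fell (95% Wilson interval 34.3% to 48.2%), under the 58.3% of OHC genes that rose. Level did matter for the share, which was 14.1% for the other IHC genes. The 58.3% is over all 151 OHC genes at any level. Of the 102 OHC genes with at least 50 CPM in P14_iOHCs 63.7% rose, a choice of genes that the rise itself affects. Genes are not independent of each other, so the interval describes the list only. With a minimum of 50 CPM over all P14 cells for both lists, 37.8% of 172 IHC genes fell and 59.7% of 77 OHC genes rose. This mean includes the P14_iOHCs, so the change itself affects which genes pass. These shares therefore do not test the starting level. The 8 IHC genes on the dissociation list are too few to be the cause, since 27.8% of the other 381 IHC genes fell. Because so few are listed, this share could hardly move, and it does not test a wider response to dissociation. Supporting-cell RNA that carries transcripts of IHC genes would also hide a fall. The mean of the IHC genes rose with the score of the supporting-cell markers across P14_iOHCs (r 0.677, rho 0.724, r 0.643 without the 2 cells farthest from the median of the score). *Slc17a8* did not rise with it (r -0.299, adjusted p = 0.064, rho -0.322), and the mean of the OHC genes had an r of 0.0695. With the score as a covariate 95 of the 389 IHC genes were lower, against 106 without it, and 92 of the 151 OHC genes were higher. This argues against such RNA as the whole cause, and a part of it stays open. By the paper's average TPM, 36.1% of the highest 97 IHC genes and 18.6% of the lowest 97 fell. Across the 382 tested IHC genes, which are not independent replicates, the paper's fold of IHCs over OHCs and the log2 fold change in P14_iOHCs had a Spearman's rho of -0.083.

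*Tbx2* transcripts were found in most P14_iOHCs, and 2 explanations were tested across the 46 cells. Cells that kept the gene would hold more *Slc17a8*, and the r of *Tbx2* with *Slc17a8* was 0.0563 (permutation p = 0.709, rho 0.119, p = 0.431), 0.00745 without the 2 cells farthest from the median of *Tbx2*. In the lower set of totals r was 0.356 and in the upper set -0.0966. With *Slc26a5*, *Tbx2* had an r of -0.244 (permutation p = 0.102, rho -0.147, p = 0.33, adjusted p = 0.318). These relations over all cells do not exclude a few cells that kept the gene. The authors did not pick the larger cells, which they judged unchanged in fate. Few cells that kept the gene may therefore be left for these relations to show. The 3 P14_iOHCs with the most *Tbx2* (427, 268 and 264 CPM) were also the 3 with the most *Slc17a8* (722, 586 and 935 CPM, in that order), while the next cell had 341 CPM of *Slc17a8*. The same 3 cells held 142, 799 and 514 CPM of *Slc26a5*, against at most 4.01 CPM in a P14_WT IHC, and the 142 CPM was the lowest among the P14_iOHCs. Of *Ikzf2* they held 75.5, 197 and 0 CPM, and the last was the only P14_iOHC without a count of it. They were singled out after their values were seen. Whether they kept the gene cannot be told apart from a partial loss of its transcripts, because the counts do not show the floxed exon. RNA from supporting cells might also carry *Tbx2*. The r of *Tbx2* with the score of the supporting-cell markers was 0.312 (permutation p = 0.0344, adjusted p = 0.0559 over 13 relations) and the rho was 0.212 (p = 0.157), while across P14_WT IHCs r was -0.379 (p = 0.00446). Supporting-cell RNA and transcripts made by the iOHCs cannot be told apart, because the relation fails the correction and the counts do not show the floxed exon. Transcripts that lack the floxed exon were not tested.

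Across P14_iOHCs, *Slc26a5* and *Slc17a8* had an r of -0.156 (permutation p = 0.3, adjusted p = 0.375 over 5 relations) and a rho of -0.190 (p = 0.207). Without the 2 cells farthest from the median of *Slc26a5* r was -0.0132. It was -0.384 in the 12 cells of the lower set of totals and -0.137 in the 34 cells of the upper set. The means of the OHC genes and of the IHC genes had an r of -0.160 (permutation p = 0.29, adjusted p = 0.375) and a rho of -0.0566 (p = 0.708).

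*C1qb* was detected in 38 of 55 P14_WT IHCs, at 26.4 ± 34.2 CPM (SD, n = 55 cells), in 4 of 46 P14_iOHCs and in 3 of 50 P30_WT IHCs. *C1qa* was at 0.186 CPM and *C1qc* at 0.132 CPM in P14_WT IHCs. *Ighm* went the other way, at 2305 ± 2473 CPM (SD, n = 46 cells) in P14_iOHCs, 45 of which had a count, and 9.56 ± 50.5 CPM (SD, n = 55 cells) in P14_WT IHCs, 8 of which had a count. Its log2 fold change was 7.98 (adjusted p = 1.35e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and no P30_WT IHC had a count. *Igkc* was detected in 1 P14_iOHC and *Ptprc* in 3. No explanation was tested for these genes.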
